# Unique miRNAs and their targets in tomato leaf responding to combined drought and heat stress

**DOI:** 10.1186/s12870-020-2313-x

**Published:** 2020-03-06

**Authors:** Rong Zhou, Xiaqing Yu, Carl-Otto Ottosen, Tingling Zhang, Zhen Wu, Tongmin Zhao

**Keywords:** *Solanum lycopersicum* L., miRNAs, Degradome, Functional analysis, Combined abiotic stress

## Abstract

**Background:**

Both drought and heat stress are serious global problems, leading to agricultural production loss. MicroRNAs (miRNAs) play important roles in plant species responding to individual drought and heat stress. However, the miRNAs and mRNAs in association with combined drought and heat in crops like tomato remains unclear.

**Results:**

We studied the crosstalk of miRNAs and their target genes in tomato plants grown under simultaneous drought and heat stress that frequently happen in field conditions. In total, 335 known miRNAs representing 55 miRNA families and 430 potential novel miRNAs were identified in *Solanum lycopersicum* L. using small RNA deep sequencing. Through expression analysis, miRNAs in association with drought, heat and the combination of these were investigated. In total, 61, 74 and 37 miRNAs were differentially regulated for combination (of both stresses) vs control, combination vs drought and combination vs heat, respectively. Target genes with different expression levels were found using degradome sequencing, which were mainly involved in transcription factor activity, sequence-specific DNA binding, transcription, regulation of transcription, nucleus, DNA binding etc. The quantitative real-time polymerase chain reaction (qRT-PCR) results confirmed the accuracy of sequencing.

**Conclusions:**

Our study serves as valuable knowledge on how crop adapted to combined drought and heat stress by regulating miRNAs and mRNAs, which provide information for crop improvement to deal with future climate changes.

## Background

Drought stress due to deficit water supply was considered as the most destructive abiotic stress, which could happen at any crop growth stage and ultimately cause crop yield loss [1]. Heat stress caused by temperatures above optimum could induce complex response in plant [2]. More importantly, taking account into climate change and extreme weather events, the frequency of co-occurrence of drought and heat has increased especially during the summer period [3, 4].

MicroRNAs (miRNAs) in plant are a class of endogenous non-coding RNAs with about 21 nucleotides (nt) [5]. Due to extensive complementarity between miRNAs and target genes, the miRNA regulates gene expression by target cleavage in plants [5]. The miRNAs-mRNAs relationship has been widely identified by dengradome sequencing in various crops, such as tomato [6] and orchard grass [7]. Active response of miRNAs and mRNAs in plants has been widely associated to individual abiotic stress, including drought condition [7, 8] and high temperature [6]. It was found that 111 miRNAs were predominantly expressed in wheat after dehydration caused by polyethylene glycol (PEG) solution for 12 h [8], while 41 miRNAs were responsive to 18 days of individual drought condition in orchard grass and 5950 genes were targeted by 487 miRNAs [7]. Moreover, 96 and 150 miRNAs exhibited different expression levels in heat-tolerant wild tomato at moderately (33 °C) and acutely elevated temperature (40 °C) for 8 h [6]. Altogether 57 conserved and 41 novel miRNAs showed different expression levels in *Betula luminifera* treated by 0.5 h and 4 h of 45 °C [9]. However, the biological and molecular mechanisms of miRNAs in crop responding to combined stress are not well understood.

Tomato, as a model crop to investigate physiological and molecular response for scientific research, is sensitive to both drought and heat [10, 11], leading to a limitation on its growth and yield in semi-arid/arid region accompanied by heat waves. Compared with physiological and biochemical response, the research on genetic response in tomato to combined drought and heat is limited. For instance, simultaneous application of heat and drought caused both shared and unique response in tomato in the aspect of gas exchange, chlorophyll fluorescence, carbohydrate and reactive oxygen species (ROS) [10, 11]. Transcriptome analysis of *Arabidopsis* at combined drought and heat stress showed a unique pattern of defense response [12]. However, the regulatory mechanism between miRNAs and mRNAs in tomato subjected to combined stress and the crosstalk between individual and combined stress at post-transcriptional regulation level needs to be clarified.

Melatonin, *N*-acetyl-5-methoxytryptamin, is a well-known hormone that played roles in plant response to abiotic stress [13, 14]. Endogenous melatonin could be triggered by both moderate drought (withdrawing water) and cold (2 ± 0.5 °C) conditions for 48 h, which was involved in drought priming and cold stress response in barley [13]. Martinez et al. (2018) indicated that melatonin regulated genes and enzymes that were related to oxidative stress and ROS detoxification to improve tomato tolerance at combined salinity and heat [14]. In this study, significantly increased melatonin concentration was regarded as a responsive signal in tomato to the applied stresses, since the important roles of melatonin in plants at abiotic stress [13, 14]. We detected miRNA using high-throughput sequencing (HTS) and identified the target genes through degradome analysis in tomato after 36 h of stress treatments with three biological replicates when the melatonin concentration significantly increased. We characterized the roles of the target genes with significantly different expression levels. The expression level of miRNAs and their targets were further validated by quantitative real-time polymerase chain reaction (qRT-PCR) analysis. We aimed to arouse the attention of miRNAs-mRNAs regulation in tomato when drought and heat co-occur. We will give an overview of the interactions between differentially expressed miRNAs and the target genes with melatonin as a signal in tomato at individual and combined stress. This will contribute to uncover the post-transcriptional regulatory mechanisms underlying combined stress response in crop.

## Results

As shown in Fig. 1, endogenous melatonin content in tomato at the three stresses were significantly higher than control at 24 h, 36 h and 48 h. At the three time points, heat stress induced significantly higher melatonin content as compared with drought stress (Fig. 1). At 36 h and 48 h, combined stress triggered significantly high accumulation of melatonin content in comparison with individual stress (Fig. 1). Thereby, we chose the samples taken at 36 h, which is the first time point when the four treatments exhibited significant difference between each other in melatonin content.

**Fig. 1:**
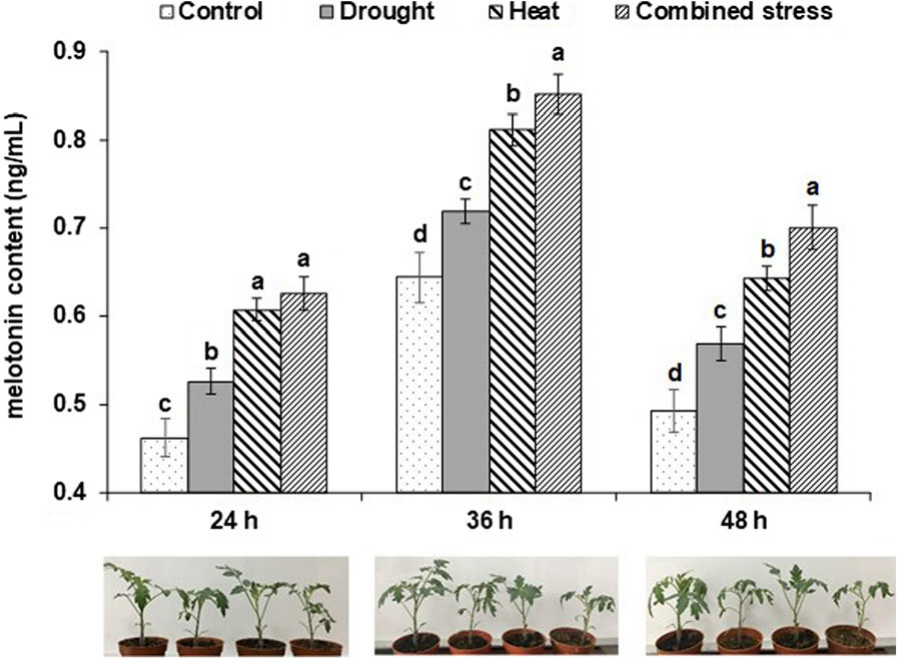
Melatonin content in tomatoes treated after control, drought, heat and combined stress for 24 h, 36 h and 48 h

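Small RNA was sequenced from the first fully expanded leaf of tomato ‘Jinlingmeiyu’ in 12 libraries, 3 biological replicates for each of 4 treatments. Plants were 24 days old at the start and were kept as control, at drought, at heat (38 °C in place of 26 °C) or at their combination, and water was withheld for 3 days before the drought treatments. The paper and the sample labels give treatments of 48 h, and the paper states that leaves taken at 36 h were used. A plant miRNA is cut from a hairpin precursor as a duplex of a guide strand, which is loaded into argonaute (AGO), and a passenger strand, which is usually discarded. The deposited table gives the normalized reads of each miRNA sequence in each library, and these equal the normalized reads of Supplementary Table S1. The authors removed reads matching Rfam, repeats and the Solanaceae Genome Network database, aligned the others to plant miRNAs of miRBase and multiplied the reads by 1 factor per library, between 0.633 and 1.295. Before that step the listed reads came to 1123628 to 1326291 per library at control (median 1303299), 850394 to 1045215 at drought (median 978370), 943855 to 1224194 at heat (median 950549) and 945216 to 1698502 at combination (median 1106405). After it the totals ranged from 1117852 to 1208899 at control (median 1134037), 991391 to 1100933 at drought (median 1081576), 1052534 to 1169991 at heat (median 1119378) and 961770 to 1195479 at combination (median 1074588). Between 12% and 15% of the values above 0 came from reads split between sequences, so the values are not whole counts, and the lowest value above 0 was 2.25 reads before normalization. A value listed at 0 can therefore hide 1 or 2 reads. Changes were tested with limma on log2(normalized reads + 1) over the 12 libraries for the 419 sequences with at least 10 normalized reads in at least 3 libraries. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, fold changes are on that log2 scale and understate the change of low sequences, and normalized reads are given as mean ± SD of 3 libraries. Precursor positions are those of Supplementary Table S1 on the SL3.0 assembly.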

There were 11,490,162, 10,175,417, 12,103,236 and 13,096,254 raw reads identified in tomatoes at control, drought, heat and their combination, respectively (Table 1). We filtered out 34.39, 32.01, 32.68 and 32.94% (reads/reads) redundant reads from the raw reads in tomatoes at the four treatments. Then, we obtained 7,539,067, 6,918,517, 8,148,031 and 8,781,914 valid reads in tomatoes at control, drought, heat and their combination, respectively (Table 1). 

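A few guide strands made up most of the miRNA reads of tomato leaf. The guide sly-miR482e-3p, of a family that cuts transcripts of NBS-LRR resistance genes, held 18.7% of all normalized reads over the 12 libraries. It was followed by sly-miR398a-3p_stu (14.5%), whose family cuts transcripts of copper proteins such as Cu/Zn superoxide dismutase, and by sly-miR159 (8.97%), of the family that cuts GAMYB transcripts. The guides sly-miR166c-3p (4.70%) and sly-miR167a (4.32%), of the families that cut HD-ZIP III and auxin response factor transcripts, came next. These 5 were chosen for their abundance, after their values were seen. As families, miR482 held 22.67% and miR398 held 15.82% of the reads. The deposited table has 869 lines, in which several sequences are repeated, and each sequence was counted once. Grouped by the number in their names, the conserved sequences fell into 83 families, of which 23 had a single sequence and miR156 (24 sequences) and miR171 (20 sequences) were the largest. No position in SL3.0 was given for 30 sequences.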

In total, 765 miRNAs with 335 conserved and 430 novel miRNAs were genome-widely identified in tomatoes at the four treatments after removing the redundant miRNAs (Supplementary Table S1). The length of the identified miRNAs ranged from 18 nt to 25 nt with 21 nt (42.69%) as the most abundant category followed by 24 nt (34.98%) (Fig. 2a). 

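The order of the lengths depended on whether sequences or reads were counted. Counting each sequence once, 21 nt made up 39.87% (305 sequences), 24 nt 36.73% (281 sequences) and 22 nt 13.59%. Over all 869 lines of the table, repeated sequences included, the shares were 42.69% at 21 nt (371 lines) and 34.98% at 24 nt (304 lines). Of the normalized reads, 70.2% were from 21-nt sequences, 27.45% from 22-nt sequences and 0.597% from 24-nt sequences. Candidate miRNAs, which the paper names PC, held 24-nt sequences at 54.42% and 21-nt sequences at 31.16%, while 51.04% of the conserved sequences had 21 nt. Plant miRNAs of 21 nt are made mainly by DICER-LIKE 1, whereas 24-nt small RNAs mainly guide DNA methylation. The share of reads from 21-nt sequences was 71.36% ± 4.20 (SD, n = 6) in the libraries at 38 °C and 68.92% ± 3.32 (SD, n = 6) in those at 26 °C, a difference of 2.44 points within the spread between libraries (exact permutation test, two-sided, p = 0.30). For 24-nt sequences it was 0.552% ± 0.210 (SD, n = 6) against 0.650% ± 0.167 (SD, n = 6), with p = 0.40 from the same exact test. Among conserved sequences alone it was 0.203% ± 0.0699 (SD, n = 6) against 0.326% ± 0.0672 (SD, n = 6), with p = 0.011 from the exact test, 1 of 9 such tests and not adjusted.

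**Figure D1:**
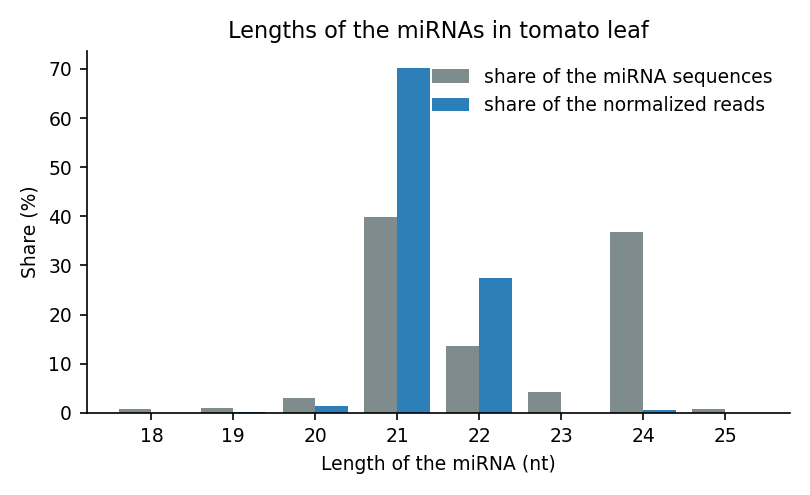
Length of the miRNA sequences in the small RNA libraries. Bars show, for each length from 18 to 25 nt, the share of the 765 sequences and the share of all normalized reads over the 12 libraries, both in percent on an axis that starts at 0. Sequences of 24 nt are 36.73% of the sequences and 0.597% of the reads.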

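The base at the 5′ end steers a plant small RNA to an AGO protein, with AGO1 taking mostly uridine. Of the normalized reads, 91.54% were from sequences that start with uridine, 4.38% from adenine, 2.63% from guanine and 1.45% from cytosine. Counting each sequence once, adenine made up 48.63%, uridine 33.59%, guanine 10.85% and cytosine 6.93%. Over the 869 lines of the table, repeated sequences included, the shares were 47.41% adenine, 35.1% uridine, 10.59% guanine and 6.904% cytosine. Of the conserved sequences 41.79% started with uridine, 28.96% with adenine and 17.61% with guanine, and of the candidate sequences 63.95% with adenine and 27.21% with uridine.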

Of the 765 miRNAs, 31.68, 30.19 and 28.78% started with adenine, guanine and uridine at the 5′-end, respectively (Fig. 2b). Among the miRNAs, 257 conserved and 254 novel miRNAs were shared in the four libraries (Fig. 2c, d). 

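The miRNAs present at all treatments carried nearly all of the reads. With a miRNA taken as present at a treatment when listed above 0 in at least 1 of its 3 libraries, the 257 conserved sequences listed at all 4 treatments held 99% of the normalized reads and the 254 candidate sequences 0.907%. Of these, 233 conserved and 170 candidate sequences reached the level needed for the test of change. With presence in all 3 libraries of each treatment required, 197 conserved and 74 candidate sequences remained. A library at combination (replicate 1) listed 372 sequences from 945216 listed reads and another (replicate 2) 634 from 1698502. Drought replicate 2, with 850394 listed reads, held 495 sequences, so depth alone did not set the number present in a library.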

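Most conserved miRNAs that separated the combined stress from a single stress by presence were listed in a single library and at low values. Of those listed at combination and not at drought, 20 were above 0 in 1 library, 5 in 2 libraries and 3 in all 3 libraries, and their median highest value was 4.39 normalized reads. Of those listed at combination and not at heat, 16 were above 0 in 1 library, 6 in 2 libraries and 2 in all 3 libraries, with a median highest value of 4.07. In the other direction, 19 conserved miRNAs were listed at drought and not at combination, and 19 at heat and not at combination. When presence meant a value above 0 in every library of the treatment, 1 library listed at 0 counted as absence. By that rule 9 were present at combination and not at drought, and 15 at combination and not at heat. The opposite sets by that rule held 26 at drought and not at combination, and 15 at heat and not at combination. Of the miRNAs listed in any library at combination, only 1 of those not at drought and 2 of those not at heat reached the level needed for the test of change.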

As compared with individual drought and heat, 28 (7 + 7 + 11 + 3) and 24 (7 + 4 + 2 + 11) conserved miRNAs were specifically identified in tomato at combined stress (Fig. 2c). For novel miRNAs, 78 (17 + 8 + 26 + 27) and 59 (8 + 16 + 9 + 26) miRNAs only existed in tomato at combined stress in comparison with individual drought and heat, respectively (Fig. 2d). 

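Most candidate miRNAs of these sets were above 0 in 1 or 2 of the 3 combination libraries. Of the 78 listed at combination and not at drought, 42 were above 0 in 1 library, 29 in 2 libraries and 7 in all 3 libraries, with a median highest value of 5.14 normalized reads and a highest value of 332. Of the 59 listed at combination and not at heat, 35 were above 0 in 1 library, 23 in 2 libraries and 1 in all 3 libraries, with a median highest value of 4.43 and a highest value of 316. The opposite sets held 21 candidates listed at drought and not at combination, and 41 listed at heat and not at combination. With a value above 0 required in every library of a treatment, 1 library listed at 0 counted as absence. By that rule 47 candidates were present at combination and not at drought, and 35 at combination and not at heat. The opposite sets by that rule were larger, with 49 at drought and not at combination, and 60 at heat and not at combination. The test of change covered 6 of the 78 and 1 of the 59.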

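The miRNAs listed at combination and at no other treatment together held 0.008% of the normalized reads. Of these 37 sequences, 24 were above 0 in 1 library, 12 in 2 libraries and 1 in all 3 libraries. The last was sly-miR319d-p3_atr, named here after its values were seen, at 13.91, 2.531 and 10.87 normalized reads in the 3 combination libraries. The highest value of any of them was 13.9 and the median of their highest values was 4.35, so none reached the level needed for the test of change. By the same rule 17 sequences were listed only at control, 9 only at drought and 21 only at heat. With presence in every library of a treatment required, and 1 library at 0 taken as absence, 20 sequences were present only at combination (2 conserved and 18 candidates). By that rule 18 were present only at control, 23 only at drought and 27 only at heat. With at least 10 reads summed over a treatment, 37 were present only at combination (7 conserved and 30 candidates), 17 only at control, 14 only at drought and 29 only at heat. Without combination replicate 2 the number listed only at combination was 21.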

There were 11 conserved and 26 novel miRNAs that were only identified in the tomato at combined stress among the four treatments (Fig. 2c, d).

**Table 1:** Data summary of small RNA sequencing in the tomatoes at control, drought, heat and combined stress

Library	Control		Drought		Heat		Combined stress	
	Number	Ratio (%)	Number	Ratio (%)	Number	Ratio (%)	Number	Ratio (%)
Raw reads	11,490,162	100.00	10,175,417	100.00	12,103,236	100.00	13,096,254	100.00
3ADT&length filter	1,594,860	13.88	1,390,187	13.66	1,791,717	14.80	1,617,878	12.35
Junk reads	67,008	0.58	61,220	0.60	65,770	0.54	80,198	0.61
Rfam	775,970	6.75	618,821	6.08	681,648	5.63	881,565	6.73
mRNA	1,730,428	15.06	1,363,539	13.40	1,613,061	13.33	1,991,808	15.21
Repeats	12,631	0.11	9719	0.10	12,502	0.10	17,989	0.14
valid reads	7,539,067	65.61	6,918,517	67.99	8,148,031	67.32	8,781,914	67.06
rRNA	636,934	5.54	506,964	4.98	519,914	4.30	674,582	5.15
tRNA	97,109	0.85	80,511	0.79	127,505	1.05	159,653	1.22
snoRNA	6747	0.06	5404	0.05	6252	0.05	8946	0.07
snRNA	2998	0.03	2265	0.02	1855	0.02	3307	0.03
other Rfam RNA	32,181	0.28	23,675	0.23	26,119	0.22	35,076	0.27

**Fig. 2:**
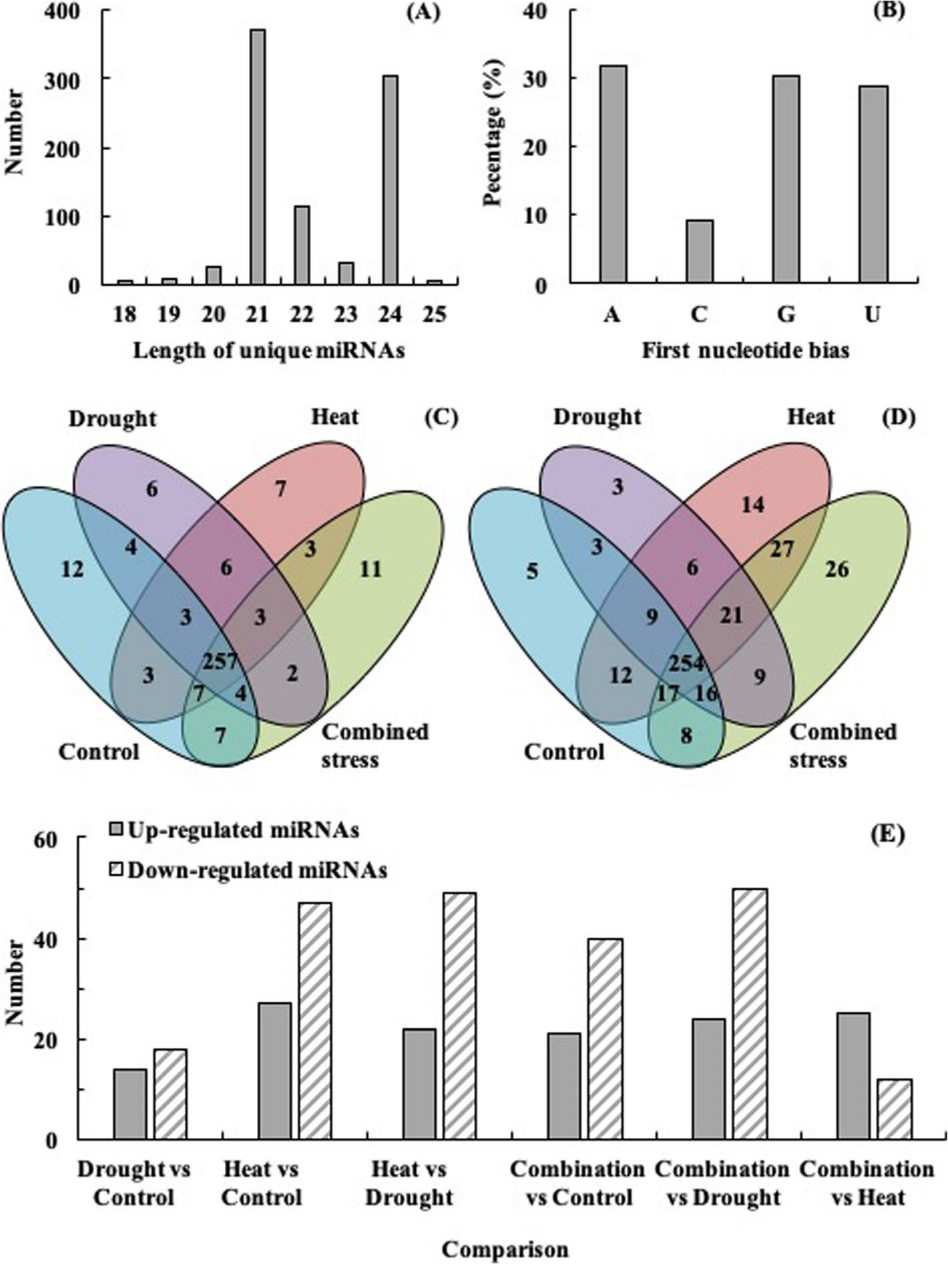
**a** Length distribution of the unique miRNAs; **b** percentage of first nucleotide bias in the unique miRNAs; **c** venn diagrams of conserved miRNAs; **d** venn diagrams of novel miRNAs and **e** significantly up−/down regulated miRNAs identified in tomatoes at control, drought, heat and their combination

As compared with control, the expression levels of 32, 74 and 61 miRNAs were significantly changed in tomatoes at drought, heat and their combination (Fig. 2e, Supplementary Table S2). Moreover, as compared with single drought and heat, the expression levels of 74 and 37 miRNAs were significantly changed in tomatoes at combined stress (Fig. 2e, Supplementary Table S2). 

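Heat and combined stress lowered above all the passenger strands of miRNA duplexes, while most guide strands did not pass the test. Against control, 63 of the 419 miRNAs tested changed at heat (10 higher and 53 lower) and 53 changed at combination (14 higher and 39 lower). Of 67 passenger strands, 39 were lower and none was higher at heat (42 lower adjusted over the list alone), with a median log2FC of −2.09. At combination 29 were lower and none was higher (33 lower adjusted over the list alone), with a median of −1.27. Of 101 guide strands, 6 were higher and 7 lower at heat (median 0.18), and 2 were higher and 6 lower at combination (median −0.01), with the same numbers adjusted over the list alone. The passenger strands differed from the other miRNAs by limma's camera test at an adjusted p = 9e-29 at heat (0.0027 with an estimated correlation) and 6.9e-18 at combination (0.017 with an estimated correlation), and the guide strands did not (adjusted p = 0.098 and 0.72). The sharpest falls were in the passengers of miR172, miR482 and miR398, families that cut AP2, resistance gene and copper protein transcripts. The passenger sly-miR398a-5p_stu (chromosome 11, 50593777 to 50593867) fell from 9993 ± 2844 normalized reads at control to 161.5 ± 60.0 at heat (log2FC −5.97, SE 0.26, adjusted p = 7.6e-09 from limma) and 1737 ± 274 at combination. The passenger sly-miR482d-5p (chromosome 6, 37496568 to 37496713) had 259.6 ± 64.2 at control and 13.41 ± 5.84 at combination (log2FC −4.22, SE 0.40, adjusted p = 1.4e-05) and was listed at 0 in every heat library. The guide sly-miR171d, which directs the cutting of GRAS transcripts, rose at heat from 98.1 ± 33.3 to 370.5 ± 20.3, and miR171 held 3 of the 6 guides that were higher. The candidate PC-85-3p (chromosome 1, 4430799 to 4430953) was listed at 0 in all control libraries, at 24.1, 37.7 and 12.4 at heat and at 30.4, 10.8 and 34.8 at combination, and was called in both. The guide sly-miR403-3p (AGO2), named after its values were seen, rose at combination from 3320 ± 863 to 5925 ± 421 (log2FC 0.86, SE 0.19, adjusted p = 0.01). Within 70 duplexes of 25 families, passenger strands held 11.02% ± 1.55 of the reads at control, 8.42% ± 0.823 at drought, 5.63% ± 1.00 at heat and 8.69% ± 1.38 at combination (SD, n = 3 libraries). The mean was 2.56 points lower at 38 °C than at 26 °C (exact permutation test of 6 against 6 libraries, two-sided, p = 0.0498), and for heat alone against control the exact p was 0.1, the smallest that 3 against 3 allow. At 38 °C the passenger fell relative to its guide in 61 of the 70 duplexes. The passenger share of the drought libraries, 7.80% to 9.35%, also lay below the lowest at control, 9.79%. For drought vs control no passenger strand was called. Their median log2FC was −0.34 there, and the list was lower by limma's camera test (adjusted p = 0.00092, 0.43 with an estimated correlation). The lists named by targets hold guide and passenger strands together, so their counts are not counts of the guides that cut those transcripts. Of 14 miRNAs of the small RNA pathway (miR162, miR168, miR403), 1 was higher and 6 were lower at heat (2 and 7 adjusted over the list alone, adjusted p = 0.00057 from camera, 0.2 with an estimated correlation). Of 18 miRNAs of copper proteins (miR397, miR398, miR408), 9 were lower at heat and none was higher (the same adjusted over the list alone, adjusted p = 0.00023, 0.25 with an estimated correlation). Of 23 miRNAs of resistance genes (miR482, miR5300, miR6022, miR6023, miR6024, miR6026, miR6027), 8 were lower at combination (8 adjusted over the list alone, adjusted p = 0.0038, 0.45 with an estimated correlation), among them passengers of miR482 and miR6024. Of 8 miR169 sequences (NF-YA), 4 were lower at combination (6 adjusted over the list alone, adjusted p = 0.0031, 0.25 with an estimated correlation), and of 181 candidates 11 were higher and 1 was lower there (8 and 1 adjusted over the list alone, adjusted p = 0.00015, 0.45 with an estimated correlation). Of 13 miR171 sequences none passed at combination, in the list alone either (adjusted p = 0.33, 0.68 with an estimated correlation). No miRNA passed limma's test for drought vs control, where 34 had an unadjusted p under 0.05, voom on the reads of Table S1 called none and a t test of equal variance on normalized reads without adjustment called 40. Those include all 32 miRNAs that Supplementary Table S2 lists, while the paper's methods name a chi-square test. The number for combination vs control was 32 without combination replicate 3 and 35 without control replicate 1.

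**Figure D2:**
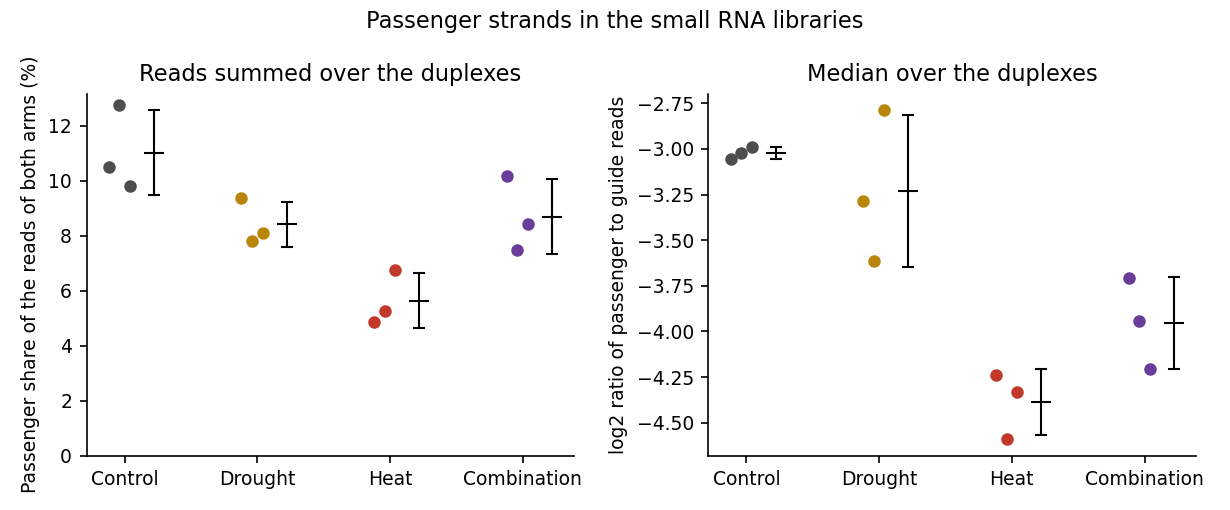
Passenger strands in 70 miRNA duplexes by treatment. The left panel shows the share of a library's duplex reads that came from passenger strands, in percent, and the right panel the median log2 ratio of passenger to guide reads. Points are libraries and bars mark the mean ± SD (n = 3). The mean share is 11.02% at control and 5.63% at heat.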

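Of the passenger strands that changed at combined stress, most were lower than at drought and most were higher than at heat. Of the 419 miRNAs tested, 50 changed for combination vs drought (19 higher and 31 lower) and 27 for combination vs heat (26 higher and 1 lower). For combination vs drought 25 passenger strands were lower and 2 higher (30 and 2 adjusted over the list alone, median log2FC −1.13, adjusted p = 3.1e-10 from camera and 0.099 with an estimated correlation). For combination vs heat 21 were higher and 1 lower (29 and 2 adjusted over the list alone, median 0.65, adjusted p = 3.2e-10, 0.1 with an estimated correlation). Passenger strands held 8.42% of duplex reads at drought and 8.69% at combination (exact permutation test, p = 0.7), while the median share over duplexes was 6.56% and 3.98% and the median log2 ratio of passenger to guide −3.23 and −3.95 (exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow). Guide strands numbered 3 higher and 4 lower for combination vs drought, and 1 higher for combination vs heat. The candidate PC-132-3p (chromosome 6, 23724811 to 23725064) was higher at combination than at each other treatment. It had 21.4 ± 1.08 normalized reads at drought and 92.1 ± 8.77 at combination (log2FC 2.05, SE 0.32, adjusted p = 0.00077 from limma), while its call against control, at 1.33, was lost without control replicate 3 (adjusted p = 0.061), combination replicate 2 (0.051) or combination replicate 3 (0.051). The passenger sly-miR390b-3p was lower at combination than at each other treatment, with 94.4 ± 39.1 at heat and 19.4 ± 7.43 at combination (log2FC −2.23, SE 0.53, adjusted p = 0.027). That call was lost without heat replicate 1 or 3 or combination replicate 2 or 3, at adjusted p from 0.052 to 0.099. The passenger sly-miR482e-5p (chromosome 4, 56034595 to 56034782) had 746 ± 111 at heat and 2603 ± 166 at combination (log2FC 1.81, SE 0.17, adjusted p = 3.1e-05). Of 7 miR164 sequences (NAC), 3 were lower for combination vs drought (5 adjusted over the list alone, adjusted p = 0.016, 0.57 with an estimated correlation), and among them the guide sly-miR164a-5p, named after its values were seen, fell from 2860 ± 210 to 1590 ± 307. Of 35 Solanum-restricted miRNAs, 2 were higher and 1 lower (1 and 1 adjusted over the list alone, adjusted p = 0.56, 0.71 with an estimated correlation). Of 7 miRNAs of phosphate supply (miR399, miR827, miR2111), 1 was higher for combination vs heat (2 adjusted over the list alone, adjusted p = 0.084, 0.6 with an estimated correlation). The changes at 38 °C without and with drought, heat vs control and combination vs drought, share no library. In both, 4 miRNAs were higher and 22 lower, where independent lists would share 0.453 and 3.92, and 1 was lower in the first and higher in the second. Both lists came from 1 fit with a shared estimate of each miRNA's spread, so they are not independent and those numbers are no test. The number for combination vs drought was 29 without drought replicate 2. For combination vs heat it was 18 without heat replicate 1, and 5 when only the libraries of heat and combination entered the fit.

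**Figure D3:**
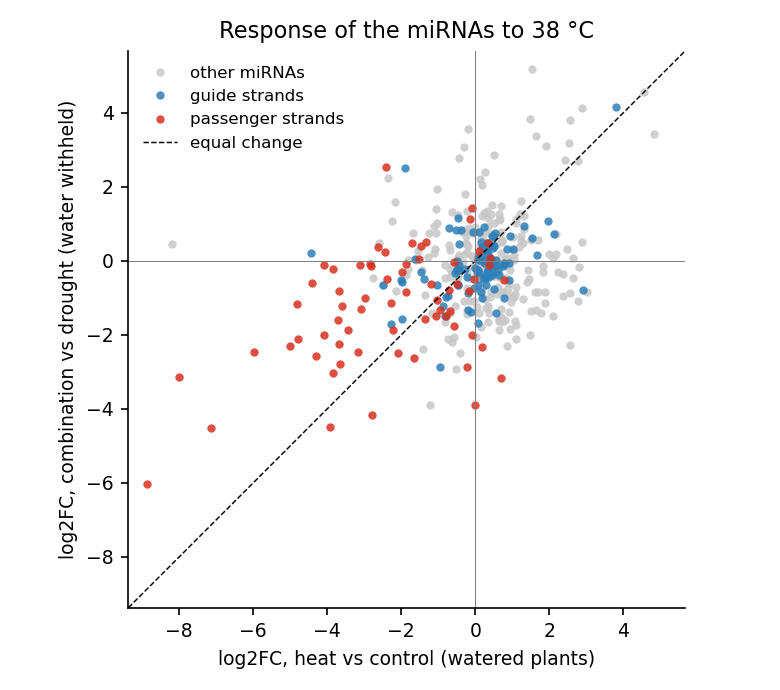
Response of 419 miRNAs to 38 °C without and with drought. The x axis is the log2FC of heat vs control and the y axis that of combination vs drought. Points are miRNAs, marked as guide strands, passenger strands or others, and the dashed line marks equal responses. Many passenger strands lie far to the left and above that line.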

As compared with individual drought, the expression level of sly-miR172a-5p**_**stu and PC-298-5p significantly decreased and increased most (− 6.03 and 3.57 log_2_FC; FC means fold change) in tomato at combined stress, respectively (Supplementary Table S2). 

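The passenger strand of a miR172 duplex was nearly lost at 38 °C with or without drought. The miR172 family cuts transcripts of AP2 factors, which act on flowering and growth. sly-miR172a-5p_stu lies in a precursor on chromosome 6 from 46670344 to 46670449. Its 3 libraries held 1040, 1913 and 1333 normalized reads at drought and 15.2, 35.4 and 14.8 at combination, for a log2FC of −6.04 (SE 0.88, adjusted p = 0.00052 from limma). At heat it was listed at 0 in 2 libraries and at 16.5 in the other. Among the miRNAs called for combination vs drought with groups that did not overlap and at least 20 normalized reads, none had a lower log2FC. The guide of that family sly-miR172a did not pass (log2FC at combination vs control −0.08, SE 0.22). PC-298-5p (chromosome 6, 448349 to 448549) was listed at 0, 0 and 5.53 at drought and at 15.2, 25.9 and 24.3 at combination, a log2FC of 3.57 (SE 1.15, adjusted p = 0.064) that did not pass the test. It passed without drought replicate 3. PC-186-5p was listed at 0 in every drought library and at 16.4, 22.8 and 113.0 at combination (adjusted p = 0.02 from limma), a call lost without drought replicate 2 or 3 or combination replicate 3 and with voom.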

The expression level of PC-113-3p significantly decreased most (− 1.90 log_2_FC), while that of sly-miR160a-3p_stu significantly increased most (3.52 log_2_FC) in tomato at combined stress as compared with individual heat (Supplementary Table S2).

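The passenger strand of miR160, a family that cuts transcripts of auxin response factors, stood at the control level in combined stress and fell only at heat. sly-miR160a-3p_stu (chromosome 5, 66284790 to 66284918) had 373.7 ± 78.8 normalized reads at control, 333.6 ± 26.1 at drought, 26.9 ± 22.7 at heat and 308.7 ± 12.8 at combination. For combination vs heat the log2FC was 3.84 (SE 0.49, adjusted p = 0.0003 from limma), the highest among the miRNAs called. It did not pass when only the libraries of these 2 treatments entered the fit (adjusted p = 0.056). Against control it did not pass at combination (log2FC −0.26, SE 0.49, adjusted p = 0.84). PC-113-3p was too low for the test of change. It was listed at 10.3, 8.83 and 5.58 normalized reads at heat and at 0, 3.16 and 3.48 at combination, and at 2.49 to 4.35 at control.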

Based on degradome sequencing, 25,756,917, 25,537,341, 23,142,489 and 23,554,564 raw reads were identified in tomato at control, drought, heat and their combination, which corresponded to 4,346,794, 3,377,985, 3,056,688 and 2,869,388 unique raw reads, respectively (Table 2). 

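Degradome sequencing reads the 5′ ends of cut transcripts, so that reads piling up at the place where a miRNA pairs with a transcript count its cleavage products. The 12 degradome libraries came from the same 4 treatments, with 3 replicates each. The authors placed the reads on ITAG transcripts with CleaveLand and kept sites that Targetfinder also predicted. The deposited table lists 836 pairs of a miRNA and a transcript, which make up 576 sites on 531 transcripts for 272 miRNAs, and 492 transcripts have 1 site. Gene symbols are those of the authors' table and come from matches in other species. The deposited values are reads multiplied by 1 factor per library, close to a constant divided by its raw reads, so that 1 read is worth 35.6 to 54.7. Divided by that step, 91% to 97% of the values gave whole reads, and 47 sites hold reads split with another transcript. The reads at the listed sites came to 5259 to 6595 per library at control (median 5691), 6341 to 7498 at drought (median 7239), 2382 to 3884 at heat (median 2678) and 1407 to 2301 at combination (median 1785). Table 2 of the paper gives transcript-mapped shares of 64.03% at control, 57.92% at drought, 19.71% at heat and 22.11% at combination. Scaling to raw reads therefore gives lower values at 38 °C than scaling to mapped reads does. The recovered reads were scaled by a trimmed mean of log ratios over the listed sites, and the 206 sites with at least 10 reads over the 12 libraries were tested with limma on log2(scaled reads + 1), with calls at an adjusted p under 0.05. For heat vs control 7 sites were higher and 24 lower, with a median log2FC over the 206 sites of −0.49. With the values as deposited these were 2 and 35 (median −0.86), and with scaling to the transcript-mapped reads of Table 2 they were 20 and 10 (median −0.19). For heat vs drought 16 sites were higher and 15 lower (3 and 28 as deposited, 19 and 10 by mapped reads), for combination vs control 13 and 21 (2 and 36, 9 and 11) and for combination vs drought 15 and 12 (2 and 42, 13 and 17). The numbers of higher and lower sites thus followed the scaling, and a median below 0 does not show a fall, since simulated sites without a change had a median of −0.297 with the scaling used and −0.0772 with the depth that was simulated. Values are scaled reads as mean ± SD of 3 libraries. The table holds 1 list per treatment, with 567 pairs at control, 496 at drought, 486 at heat and 534 at combination. A site missing from a treatment's list was set to 0 in its 3 libraries, so a treatment given with no read may only be unlisted there. Where a group had no read, the fold is a lower bound against 3 reads per library, which an unlisted site is assumed not to exceed. With 1 to 3 reads, the ratio of reads over the group has a 95% Clopper-Pearson interval, and both cover counting error only. A cleavage site counts cut products and not the level of the transcript.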

The 22 target genes with significantly changed expression levels of 33 miRNAs for combination vs control were identified (Supplementary Table S3). Similarly, 20 target genes of 36 miRNAs and 14 target genes of 26 miRNAs showed significantly changed expression levels for combination vs drought and combination vs heat, respectively (Supplementary Table S3). 

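With the scaling used, reads at cleavage sites changed in both directions at combined stress, and the balance of higher and lower sites followed the scaling. Of 206 sites, 34 sites on 33 transcripts changed for combination vs control, 13 higher and 21 lower (2 and 36 as deposited, 9 and 11 by mapped reads). The site cut by miR171 at position 980 of SCL6 (Solyc01g090950.3.1, a GRAS factor) fell from 106.5 ± 25.0 scaled reads at control to 13.9 ± 5.54 at combination (log2FC −2.90, adjusted p = 0.0033 from limma). The heat libraries stood at 16.3 ± 4.83 (log2FC −2.65, SE 0.62, adjusted p = 0.0035, and −1.81 with adjusted p = 0.054 when scaled by mapped reads). The miR482 site of a resistance gene, At4g27220 (Solyc02g036270.3.1), had 33, 25 and 50 reads at control and 0, 2 and 0 at combination, a ratio of 21.8 (95% interval 5.88 to 182). The site of At1g67520 (Solyc08g076060.3.1, a receptor-like kinase) cut by miR6025 had 1 read over the combination libraries, a ratio of 60.0 (95% interval 10.6 to 2.39e+03). Higher sites included TGA1 (Solyc05g015840.3.1, a site cut by miR156), with 3.35 ± 2.31 scaled reads at control and 35.0 ± 12.2 at combination (log2FC 3.18, SE 0.86, adjusted p = 0.012), and RPP13 (Solyc04g009070.1.1, a miR482 site of a resistance gene), with no read at control and 8, 10 and 1 at combination. Supplementary Table S3 lists 23 sites on 22 transcripts for this comparison, of which 21 were tested here and 14 changed, 6 higher and 8 lower, and none of the 14 against the direction in the table. For heat vs control 11 of 17 tested did, and for drought vs control none of 3. No site passed limma's test for drought vs control, where 20 had an unadjusted p under 0.05, voom on the recovered reads called 5 and a t test on the deposited values called 9. The number for combination vs control was 8 without control replicate 1, 12 without control replicate 2, 13 without combination replicate 1, 9 without combination replicate 2 and 21 without combination replicate 3.

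**Figure D4:**
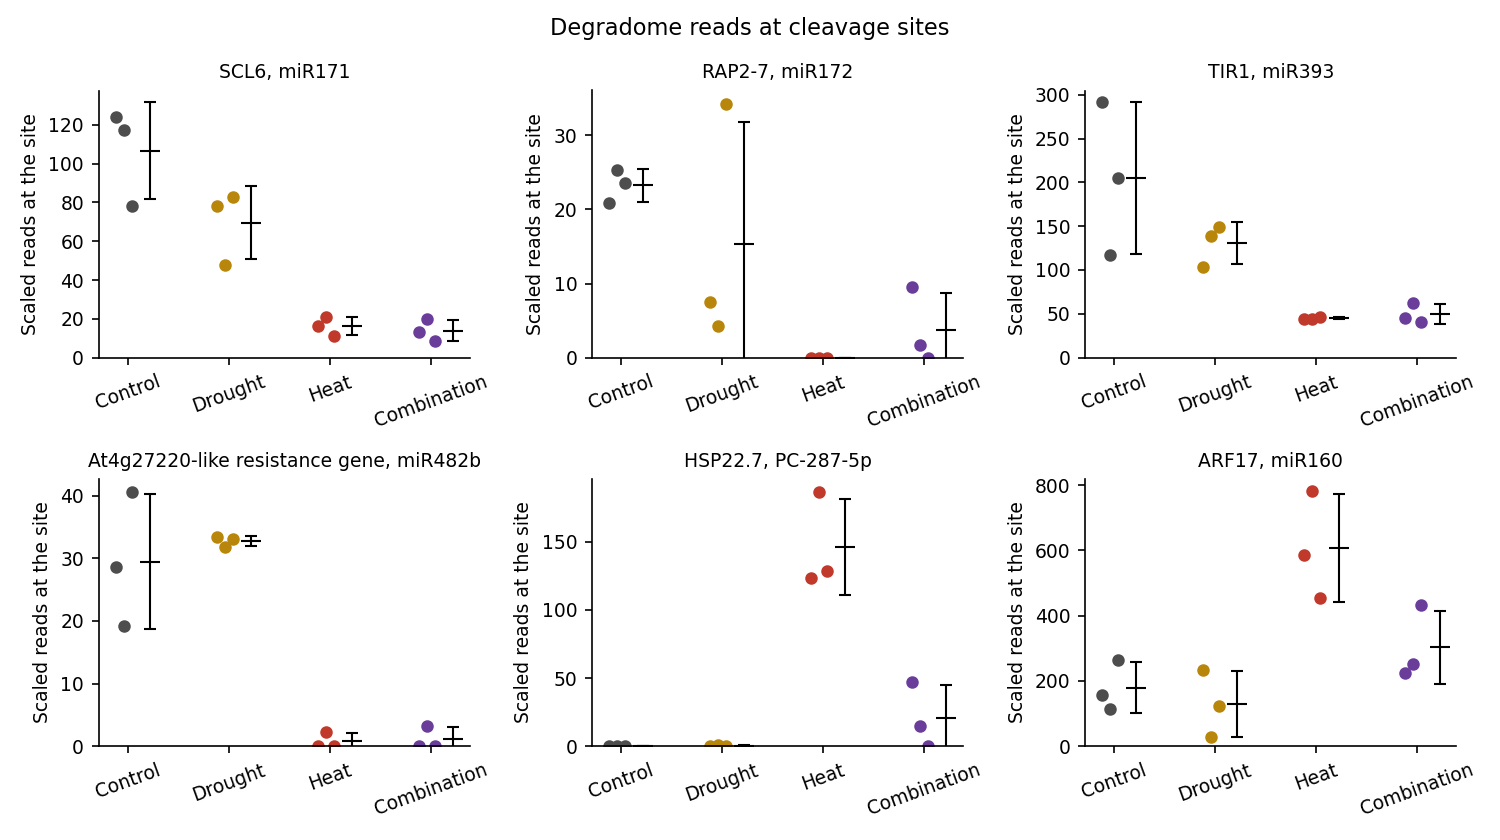
Cleavage products at sites of 6 transcripts. Each panel shows scaled reads per library on a linear axis for control, drought, heat and combination. Points are libraries and bars mark the mean ± SD (n = 3). The SCL6 site stands at 106.5 at control and 13.9 at combination, and the HSP22.7 site has reads almost only at heat and combination.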

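Against drought, sites at combined stress were also called both ways with the scaling used, and against heat few sites passed the test. For combination vs drought 27 sites on 26 transcripts changed, 15 higher and 12 lower (2 and 42 as deposited, 13 and 17 by mapped reads). For combination vs heat 8 sites did (6 higher and 2 lower). A second SCL6 gene (Solyc08g078800.1.1) cut by miR171 was lower at combination than at drought (log2FC −2.20, SE 0.72, adjusted p = 0.036 from limma). The site of NSP2 (Solyc11g013150.1.1, a GRAS factor also cut by miR171) rose from 11.7 ± 4.75 scaled reads at heat to 101.7 ± 44.2 at combination (log2FC 3.01, SE 0.72, adjusted p = 0.013). NFYA9 (Solyc01g087240.3.1), cut by miR169 at position 2584, fell from 123.4 ± 37.2 at heat and 106.7 ± 64.3 at drought to 17.4 ± 5.09 at combination (log2FC −2.76 with adjusted p = 0.013, and −2.32 with adjusted p = 0.015). Supplementary Table S3 lists 19 sites for combination vs drought, of which 17 were tested and 8 changed here, and 14 for combination vs heat, of which 11 were tested and 5 changed. Without drought replicate 2 the number for combination vs drought was 6, without drought replicate 3 it was 9, without combination replicate 1 it was 10 and without combination replicate 2 it was 12. For combination vs heat none passed limma's test without heat replicate 1, without heat replicate 2 or without combination replicate 2, and 3 passed without combination replicate 1, while 21 sites had an unadjusted p under 0.05 in the fit to all libraries.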

One gene could be targeted by several miRNAs. For example, *RAP2–7* targeted by sly-miR172a-3p_csi, sly-miR172a_ath, sly-miR172e-3p_ath, sly-miR172k_gma, sly-miR172a and sly-miR172d-3p_stu in heat vs control and combination vs control (Supplementary Table S3). By contrast, several genes could be targeted by one miRNA, e.g. sly-miR396a-5p targeting *GRF3*, *GRF4* and *GRF8* (Supplementary Table S3). 

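The cleavage of an AP2 transcript by miR172 fell at heat, and no guide strand of miR172 passed the test there. The site at position 2193 of RAP2-7 (Solyc10g084340.2.1) had 24, 33 and 29 reads at control, 12, 7 and 55 at drought, none at heat and 5, 1 and 0 at combination. It was at least 4.64-fold lower at heat than at control (adjusted p = 0.00082 from limma), with 3 reads per library as the floor. At combination the log2FC against control was −3.0 (SE 0.96, adjusted p = 0.03). That call was lost with scaling by mapped reads (log2FC −2.64, adjusted p = 0.081) and without most single libraries. The 8 guide sequences of miR172 tested had log2FC from −0.49 to 0.92 at heat and from −0.88 to 0.62 at combination, and none passed. Of the 12 miR172 sequences tested, 4 were lower and none was higher at heat (4 adjusted over the list alone, adjusted p = 0.056 from camera, 0.41 with an estimated correlation), and these 4 were passengers. A second RAP2-7 gene (Solyc11g072600.2.1), also cut by miR172, fell from 113.5 ± 92.1 scaled reads at control to 3.32 ± 0.459 at combination (log2FC −4.01, SE 0.90, adjusted p = 0.0046), and did not pass at heat (−1.26).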

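The guide sly-miR396a-5p did not pass the test in any comparison with combination. sly-miR396a-5p (chromosome 12, 2905682 to 2905845) had 33593 ± 11112 normalized reads at control, 35186 ± 8454 at drought, 38675 ± 5570 at heat and 33364 ± 5893 at combination. Its log2FC at combination was 0.03 against control, −0.06 against drought and −0.22 against heat (SE 0.25), and none passed. Of 8 miR396 sequences 1 was lower for combination vs control (1 adjusted over the list alone, adjusted p = 0.82 from camera, 0.92 with an estimated correlation). Cleavage of GRF8 (Solyc08g083230.2.1) had a log2FC of −1.48 for combination vs control (SE 0.91, adjusted p = 0.31). A t test on the deposited values without adjustment gave −2.72 and passed. GRF2 (Solyc02g092070.3.1) rose at its first site for combination vs drought (log2FC 3.19, SE 0.86, adjusted p = 0.015, and 1.90 with adjusted p = 0.15 as deposited), a call lost without drought replicate 2 or 3 or combination replicate 1 or 2. GRF3 (Solyc10g083510.2.1) had 2, 2 and 2 reads at combination and none in any other library, too few to test.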

More importantly, one gene could be the target of single miRNAs. For instance, the *HSP22.7* was targeted by PC-287-5p, which was identified for heat vs control, heat vs drought, combination vs heat (Supplementary Table S3), indicating the specific regulation role of this miRNA and its target.

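Reads at a site of a small heat shock protein transcript appeared at 38 °C. The site at position 290 of HSP22.7 (Solyc01g102960.3.1), a class IV protein that protects others from heat, had no read at control, 0, 1 and 0 at drought, 75, 80 and 125 at heat and 25, 9 and 0 at combination. Heat was at least 59.7-fold higher than control (adjusted p = 7.8e-06 from limma) and combination at least 8.47-fold higher (adjusted p = 0.03), against a floor of 3 reads per library. The ratio of heat to drought was 673 (95% interval 120 to 2.67e+04, adjusted p = 1.5e-05). Combination was lower than heat, with 20.7 ± 24.3 against 146.3 ± 35.0 scaled reads (log2FC −3.98, SE 1.02, adjusted p = 0.013). That difference did not pass without heat replicate 1 (adjusted p = 0.064), heat replicate 2 (0.052), combination replicate 2 (0.13) or combination replicate 3 (log2FC −2.39, adjusted p = 0.18). The miRNA placed on the site, PC-287-5p (chromosome 5, 54631193 to 54631354), was listed at 0 in every control and heat library, at 0, 0 and 5.53 normalized reads at drought and at 20.2, 5.06 and 10.4 at combination. It was too low for the test of change, and the reads at heat cannot be credited to it. By the paper's qRT-PCR a class IV heat shock protein transcript rose after heat and combined stress against control. Whether the reads at the site follow the level of the transcript was not tested.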

**Table 2:** Data summary of degradome sequencing in the tomatoes at control, drought, heat and combined stress

Library	Control		Drought		Heat	Combined stress		
	Number	Ratio (%)	Number	Ratio (%)	Number	Ratio (%)	Number	Ratio (%)
Raw reads	25,756,917	–	25,537,341	–	23,142,489	–	23,554,564	–
Unique raw reads	4,346,794	–	3,377,985	–	3,056,688	–	2,869,388	–
Transcript mapped reads	16,440,918	64.03	14,670,815	57.92	4,635,283	19.71	5,292,974	22.11
Unique transcript mapped reads	2,690,125	61.35	1,987,677	58.73	1,670,955	54.31	1,744,814	60.41
Number of input Transcript	35,768	–	35,768	–	35,768	–	35,768	–
Number of Covered Transcript	24,394	68.2	23,839	66.65	23,815	66.58	24,316	67.98

To have an overview concerning the functions of the target genes with different expression levels, the GO enrichment analysis was conducted. As compared with control, individual stress exhibiting different expression levels primarily took effect in transcription factor activity, sequence-specific DNA binding, transcription, regulation of transcription, DNA binding etc. (Supplementary Figure S1). As compared with individual stress, the genes with different expression levels after combined stress mainly played roles in transcription factor activity, sequence-specific DNA binding, transcription, regulation of transcription, nucleus, DNA binding etc. (Fig. 3).

**Fig. 3:**
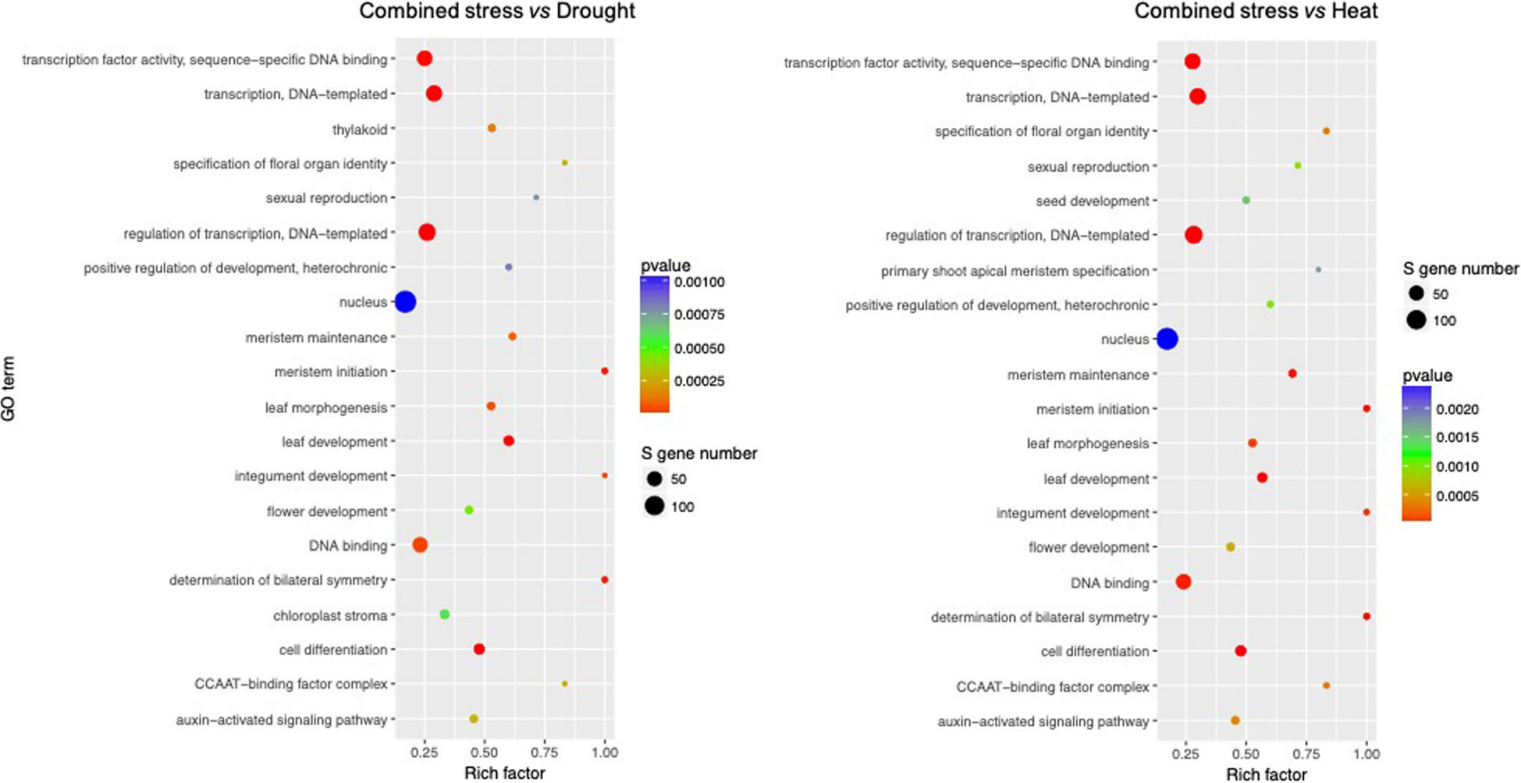
GO enrichment of target genes with significantly different expression level for combined stress vs drought and combined stress vs heat

In order to verify the results of HTS, the expression levels of four miRNAs and four target genes were detected by qRT-PCR. The expression level of sly-miR171d significantly increased after heat treatment, while its target gene (*SCL6*) significantly decreased after heat and combined stress (Fig. 4a, b). The expression level of sly-miR167h_mdm was significantly higher after heat and combined stress than control, while its target gene (*ARF8*) was higher after drought but lower after heat and combined stress (Fig. 4c, d). The expression level of sly-miR398b-3p_stu and PC-56-5p significantly decreased after three stress conditions (Fig. 4e, g). The expression level of *SODCC.5*, the target gene of sly-miR398b-3p_stu, as well as the *22.7 kDa class IV heat shock protein-like*, significantly increased after heat and combined stress as compared with control (Fig. 4f, h). The comparison of miRNAs-mRNAs network in tomato leaf between individual and combined stress was conducted. The response of certain miRNAs (miR157, 159, 166, 167, 168, 398, 482 and 6024) in tomato at combined stress is unique, the expression level of which were different from all the other three treatments (Fig. 5). Moreover, combined stress up-regulated the target genes *GRF3* but down-regulated *GRF4* as compared with the other three treatments (Fig. 5).

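In most of these families the sequences that differed at combination from each other treatment were passenger strands, which lay between their levels at heat and at 26 °C. In all, 12 miRNAs passed for combination vs control, vs drought and vs heat, and 10 of them were passenger strands that were lower than control and drought and higher than heat. They were from miR159, miR168, miR398, miR482 and miR6024. Of 11 miR482 sequences tested, 5 were lower than control, 5 lower than drought and 4 higher than heat. The numbers were 3, 2 and 3 of 7 for miR168, 2, 2 and 2 of 5 for miR159, 1, 1 and 2 of 9 for miR167, 1, 1 and 1 of 6 for miR398 and 1, 1 and 1 of 2 for miR6024. Of 11 miR166 sequences 1 was lower than control, none passed against drought and 2 were higher than heat. The single miR157 sequence was lower than control and drought and did not pass against heat. The families miR390, miR396, miR403 and miR408 also had some sequence called in each of the 3 comparisons, and only in miR390 was it the same one. As an example, the passenger sly-miR159a-5p_gma was lower than control (log2FC −2.90, SE 0.37, adjusted p = 0.00018 from limma) and drought (−2.56, SE 0.37, adjusted p = 0.00052).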

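No tested site of 3 GRF4 transcripts passed the test for combination against another treatment. The first site of Solyc08g005430.3.1, at position 891, had 68.7 ± 16.4 scaled reads at control, 79.4 ± 32.7 at drought, 135.6 ± 30.1 at heat and 70.4 ± 7.01 at combination. Its log2FC was 0.06 against control, −0.07 against drought and −0.92 against heat (SE 0.50). By a t test on the deposited values without adjustment it was −1.16 against control, −1.76 against drought and −1.34 against heat, each under 0.05. With limma on the values as deposited it was −1.12 against control (adjusted p = 0.12). The other site of that transcript had 0.03, −1.06 and −1.11 (SE 0.93). Solyc12g096070.2.1 had 0.39, −0.03 and −0.41 at its first site (SE 0.45) and −0.92, −2.22 and −0.71 at its second (SE 0.99), where 35 reads at drought stood against 1 at combination, a ratio of 10.8 (95% interval 1.81 to 438). Solyc08g075950.2.1 had −0.34, −0.54 and −0.94 (SE 0.56).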

**Fig. 4:**
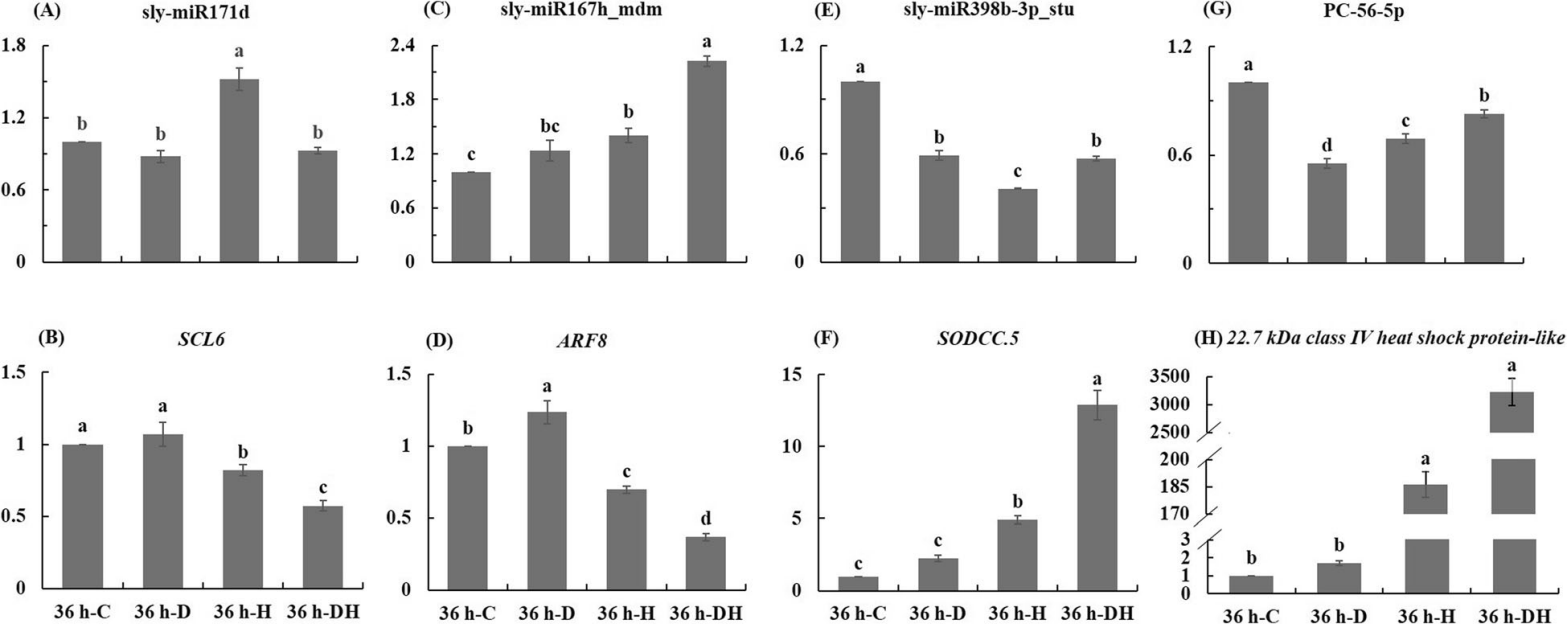
qRT-PCR validation of four miRNAs and four target genes

**Fig. 5:**
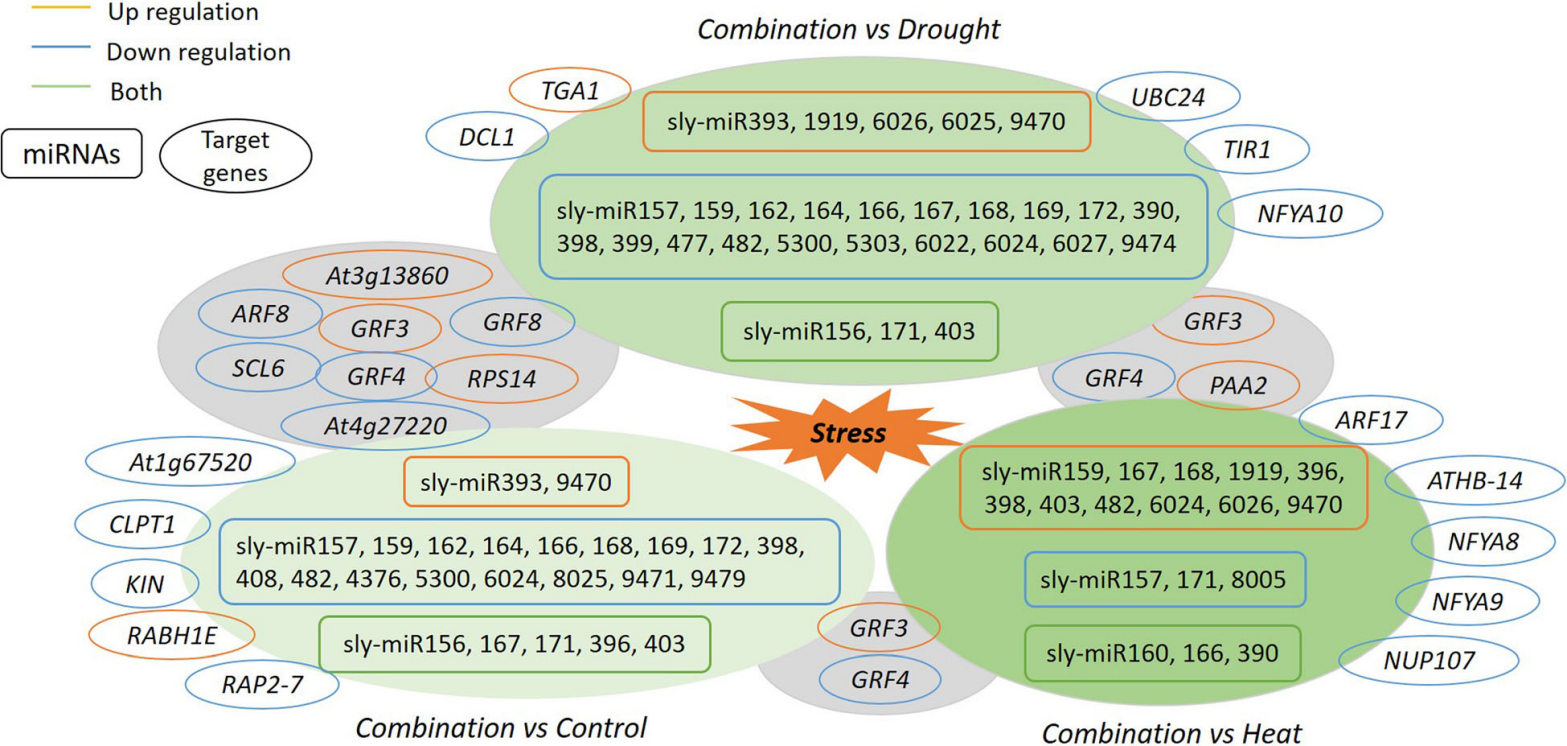
Network of miRNAs-mRNAs in tomato leaf at combined drought and heat stress as compared with control and individual stress. The miRNAs were shown in square box, while the target genes were shown in circle. The yellow color indicated that the miRNAs from the family /target genes were up-regulated; the blue color indicated that the miRNAs from the family /target genes were down-regulated; the green color indicated that the miRNAs from the family showed both up−/down- regulation. The shared response of the same genes was marked in the grey background

## Discussion

The frequency and intensity of climate extreme events are increasing, e.g. naturally coupled drought and heat stress [4]. Understanding the underlying mechanisms of abiotic stress response is important for the breeding of tolerant crop cultivars [15]. Tomato developed dynamic and various responses at the physiological, metabolic and biochemical levels when drought and heat co-happened [10, 11]. Recent studies has widely reported the expression patterns of miRNAs in tomato responding to abiotic stress like high temperature [6] and biotic stress such as *Phytophthora infestans* [16] and *Botrytis cinerea* [17].

However, to date, expression profiles of miRNAs and their targets in tomato responding to combined drought and heat stress remain unexplored. Thereby, miRNAs-mRNAs regulatory mechanisms need to be thoroughly investigated in tomato at individual and combined stress to understand their interaction.

### Expression pattern of miRNAs in tomato leaf responding to individual and combined stress

In this study, a combination of miRNA sequencing and degradome analysis was used to characterize the miRNAs-mRNAs expression profiles. Previous evidence showed that abiotic stresses, such as drought and temperature extremes, could promote endogenous melatonin accumulation in plant [13, 18]. Thereby, with significant increases in endogenous melatonin content as a signal, the leaves from tomato plant after 36 h of treatments were used for HTS and degradome analysis.

Of the miRNAs, 21-nt miRNAs (42.7%) were most abundant followed by 24-nt miRNAs (35.0%) (Fig. 2a), representing the predominant length of mature miRNAs in plant species, which was also reported by Zhou et al., (2016) [6] and Ji et al. (2018) [7]. Usually, the mature miRNA were incorporated into argonaute (AGO) to form the RNA-induced silencing complex (RISC), resulting in mRNAs cleavage in plant [5, 19]. AGO1 preferentially recruit miRNAs with 5′ terminal uridine, whereas AGO2 and AGO4 harbors miRNAs that favor the 5′ terminal adenosine [20]. The 5′ terminal nt of miRNA is a crucial characteristic that affects miRNAs biological activity and function [20]. Therefore, we detected the 5′ terminal nt distribution of miRNAs. The miRNAs identified in this study could play crucial roles by cleaving mRNAs indicated by 31.68 and 28.78% miRNAs with adenosine and uridine as 5′ terminal nt, respectively (Fig. 2b). A total of 335 known miRNAs distributed across 55 families and 430 potential novel miRNAs were identified. In addition, 32, 74 and 61 miRNAs were differentially expressed for drought vs control, heat vs control and combination vs control respectively.

On one hand, miRNAs in association with individual drought and heat have been reported in various plants including tomato [6, 21]. 

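Drought left the miR166 sequences within the spread between libraries. This family cuts transcripts of HD-ZIP III factors, which shape leaves and vessels. Of 11 sequences of miR165 and miR166 tested for drought vs control none passed limma's test, in the list alone either (adjusted p = 0.89 from camera, 0.96 with an estimated correlation), and their log2FC ranged from −2.58 (sly-miR166g-p5_nta, SE 1.38, adjusted p = 0.71) to 0.68 (sly-miR166a_atr, SE 0.54). The guides sly-miR166a and sly-miR166c-3p had −0.05 (SE 0.19) and 0.18 (SE 0.25, adjusted p = 0.93). These were named for the range and the abundance, after their values were seen. At heat 3 sequences were lower and none was higher (3 lower and 1 higher adjusted over the list alone).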

In accordance with the results from Candar-Cakir et al. (2016) [21], drought condition did affect miR166 family with both up- and down-regulated miRNAs but not affect miR165 family in upground tissue from tomato seedling. Candar-Cakir et al. (2016) found that the expression of miRNAs from miR398 family were generally lower at drought treatment than control in upground tissues [21]. This is not the same case as our study, which could be explained by difference in the duration, intensity and approach of the drought stress as well as cultivar specificity [22]. Similarly, miR156 and miR167 family was induced by exposure to both moderately and acutely elevated temperatures (33 and 40 °C) [6]. However, sly-miR167b-3p_stu, sly-miR167d-3p_stu and sly-miR167c-3p_stu were concurrently down-regulated (− 1.65, − 0.76 and − 3.74 log_2_FC) at high temperature condition here. 

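None of 6 miR398 sequences passed limma's test for drought vs control. The abundant guide sly-miR398a-3p_stu had a log2FC of 0.12 (SE 0.42, adjusted p = 0.97) and its passenger strand −0.04 (SE 0.26). The guide sly-miR398b-3p_stu (TGTGTTCTCAGGTTACCCCTG, chromosome 12, 67765191 to 67765318) had 9918 ± 2138 normalized reads at control and 8677 ± 537 at drought (log2FC −0.17, SE 0.21, adjusted p = 0.93). A second sequence of that name (TTGTGTTCTCAGGTCACCCCT) had the lowest value, −3.85 (SE 1.22, adjusted p = 0.32), with 5758 ± 5565 at control and 280.9 at drought, so its control libraries varied as widely as the difference. By the paper's qRT-PCR, sly-miR398b-3p_stu was significantly lower after drought, as after heat and combined stress. Over the 18 miRNAs of copper proteins the median log2FC for drought vs control was −0.65 (adjusted p = 0.00027 from camera, 0.43 with an estimated correlation), with none called, in the list alone either.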

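The miR167 sequences that fell at heat were passenger strands from chromosome 9, and the guides of miR167, which cut ARF6 and ARF8 transcripts, did not fall. sly-miR167b-3p_stu (64219824 to 64219916) went from 226.8 ± 17.1 normalized reads at control to 72.5 ± 28.5 at heat (log2FC −1.70, SE 0.29, adjusted p = 0.00077 from limma). sly-miR167d-3p_stu (68911057 to 68911131) went from 3006 ± 530 to 1084 ± 87.5 (log2FC −1.46, SE 0.24, adjusted p = 0.00067). sly-miR167c-3p_stu (64211055 to 64211137) went from 31.4 ± 12.2 to 2.36 ± 4.08 (log2FC −3.93, SE 0.90, adjusted p = 0.0074). The abundant guide sly-miR167a had a log2FC of 0.41 (SE 0.17, adjusted p = 0.15). Of 21 miRNAs of auxin signalling (miR160, miR167, miR390, miR393), 1 was higher and 4 were lower at heat (3 and 4 adjusted over the list alone, adjusted p = 0.85 from camera, 0.9 with an estimated correlation), and their median log2FC, 0.35, and mean, −0.28, differed in sign.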

Meanwhile, sly-miR156a_stu and sly-miR156g-p3_nta showed opposite trends (0.92 and − 3.71 log_2_FC) at heat stress. Therefore, the members from the same miRNA family may differently respond to abiotic stress including drought and heat, despite the similarity of each member [21, 23]. 

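Within miR156, which cuts transcripts of SPL factors of growth phase change, a passenger strand fell at heat and the guides did not pass the test. sly-miR156g-p3_nta (chromosome 3, 69151228 to 69151398) went from 782 ± 257 normalized reads at control to 59.6 ± 15.4 at heat, a log2FC of −3.66 (SE 0.32, adjusted p = 2.5e-06 from limma). The sequences named sly-miR156a_stu were CTGACAGAAGATAGAGAGCAC, with a log2FC of 0.95 (SE 0.32, adjusted p = 0.074), and TTGACAGAAGATAGAGAGCACA, with 0.15 (SE 0.22, adjusted p = 0.71). Of the 14 sequences of miR156 and miR157, 3 were lower and none was higher (3 lower and 1 higher adjusted over the list alone, adjusted p = 0.85 from camera, 0.87 with an estimated correlation), with a median of 0.12 and a mean of −0.32.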

MiR159 is a well-known responsive miRNA to heat stress [22]. We found that sly-miR159a-5p_gma and sly-miR159-p5 were down-regulated (− 4.16 and − 3.69 log_2_FC) in tomato at high temperature, which was in accordance with the results in wheat cultivar ‘Ofanto’ [22]. On the other hand, we found that combined stress provoked specific miRNAs response with 74 and 37 showing up/down regulation in comparison with drought and heat. Together with our previous results [10, 11], the combined of drought and heat induced unique response in the aspect of physiology, ROS and miRNAs in tomatoes.

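Both miR159 sequences that fell at heat were passenger strands. sly-miR159-p5 (chromosome 3, 69217275 to 69217452) went from 4195 ± 826 normalized reads at control to 325.8 ± 30.0 at heat (log2FC −3.67, SE 0.20, adjusted p = 3.1e-08 from limma). sly-miR159a-5p_gma went from 417.4 ± 41.9 to 23.4 ± 16.5 (log2FC −4.30, SE 0.37, adjusted p = 2.4e-06). The abundant guide sly-miR159 had a log2FC of 0.18 (SE 0.18, adjusted p = 0.58). Of 10 sequences of miR159 and miR319, which cut MYB and TCP transcripts, 2 were lower and none was higher (2 adjusted over the list alone, adjusted p = 0.11 from camera, 0.41 with an estimated correlation).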

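The response to 38 °C differed between watered plants and plants without water for 21 miRNAs, and in each of them the value at combination lay above what the single stresses would add up to. Of these, 18 were passenger strands, 1 was a guide and 20 had been lowered by heat. Their median log2FC was −3.1 for heat vs control and −0.3 for combination vs drought. The interaction of heat and drought was 3.50 for sly-miR398a-5p_stu (SE 0.37, adjusted p = 0.00011 from limma) and 2.38 for sly-miR482e-5p (SE 0.24, adjusted p = 0.00011). The guide was sly-miR168a-5p, which cuts AGO1 transcripts (chromosome 8, 558776 to 558934). It went from 7453 ± 1491 normalized reads at control to 2662 ± 214 at heat, and from 4944 ± 398 at drought to 4034 ± 498 at combination (interaction 1.17, SE 0.25, adjusted p = 0.013, and 0.083 in a fit without the mean-variance trend). sly-miR1919a, a Solanaceae miRNA, was lowered by heat (log2FC −1.02) and raised by heat under drought (1.03), an interaction of 2.05 (SE 0.29, adjusted p = 0.001). Among the 67 passenger strands the interaction was positive for 18 (26 positive and 3 negative adjusted over the list alone, adjusted p = 2.5e-09 from camera, 0.13 with an estimated correlation). Leaving out a library gave 17 to 30 miRNAs. From the numbers of miRNAs that differed between combined and single stress, together with its earlier results on physiology and reactive oxygen species, the paper states that the combined stress induced a unique response.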

### Crosstalk of miRNAs-mRNAs in tomato at individual and combined stress

Previous studies unveiled the mechanisms between tomato response to individual heat or drought stress and miRNAs-mRNA [6, 24]. For instance, 138 conserved miRNAs were targeted by 163 genes and eight novel miRNAs were targeted by 10 genes in tomato heat response based on dengradome sequencing [6]. There were 1936 putative target genes for the differentially-expressed miRNAs in tomato drought response [24]. However, the roles of miRNAs underlying the complex combined stress response in crop remain unexplored. In degradome analysis, a total of 22 target genes with changed expression levels were identified for 33 miRNAs in the case of combination vs control. Moreover, 20 target genes of 36 miRNAs and 14 target genes of 26 miRNAs were up/down regulated for combination vs drought and combination vs heat, respectively.

Plant hormone is an important component in signal pathways, which plays a role in increasing plant tolerance to abiotic stress [25, 26]. *SPL2* targeted by miR156 family (sly-miR156a, sly-miR156a_stu, sly-miR156f-p5_stu and sly-miR156e_mtr) were detected in drought vs control, which was involved in plant hormone signal transduction (Supplementary Table S3). In addition, miR398 was down-regulated on different levels in tomato treated by *P. infestans* infection, salt and drought conditions [27]. 

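At drought the miR156 sequences did not pass the test, and the site of SPL2, a factor of growth phase change, had too few reads to show a change. The site on SPL2 (Solyc04g045560.3.1) had 2, 2 and 2 reads at control and none at drought, so both groups lay under the floor of 3 reads per library (adjusted p = 0.73 from limma). The 4 miR156 sequences tested under the names given had log2FC from −0.29 to 0.25 (adjusted p = 0.93).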

*SODCC.5* played a role in copper/zinc superoxide dismutase that can protect plant from superoxide radicals as a scavenger enzyme of ROS [28]. 

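Cleavage of a Cu/Zn superoxide dismutase transcript was read at 2 sites of SODCC.5 (Solyc01g067740.3.1). The stronger site had 69, 61 and 68 reads at drought and 62, 51 and 125 at heat, which is 41.1 ± 3.24 and 116.6 ± 13.6 scaled reads (log2FC 1.48, SE 0.51, adjusted p = 0.045 from limma). With the values as deposited it was 0.29 (adjusted p = 0.75). The site at position 329 had 2, 0 and 0 reads at drought and 4, 3 and 7 at heat (log2FC 2.59, SE 0.91) and was not called at an adjusted p of 0.05. The guide of TGTGTTCTCAGGTTACCCCTG, which pairs with this transcript, fell from drought to heat, to 3767 ± 603 normalized reads (log2FC −1.21, SE 0.21, adjusted p = 0.0011). The other sequence of the same name did not pass (−0.58, SE 1.22, adjusted p = 0.86).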

We found that *SODCC.5* targeted by sly-miR398b-3p_stu (− 1.20 log_2_FC) was up-regulated (2.80 log_2_FC) for heat vs drought (Supplementary Table S3), indicating the differently regulatory mechanisms of copper/zinc superoxide dismutase in tomato induced by heat and drought conditions. This corresponded to our previous study that higher SOD activity in two tomato cultivars at heat stress than drought stress on day 6 [11].

Stomata and pore length, net photosynthesis and starch content significantly decreased caused by drought and combined stress in three tomato cultivars [10]. 

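Reads at a site of a carbonic anhydrase transcript were nearly absent at 38 °C. This enzyme interconverts carbon dioxide and bicarbonate in the leaf and acts on stomatal movement. Its site at position 1208 had 99, 138 and 110 reads at drought, 0, 6 and 0 at heat and 0, 7 and 2 at combination. In scaled reads it stood at 71.8 ± 11.5, 4.66 ± 8.08 and 5.74 ± 5.74. The log2FC was −4.87 for heat vs drought (SE 0.96, adjusted p = 0.0006 from limma) and −4.04 for combination vs drought (SE 0.96, adjusted p = 0.0076). The first did not pass without drought replicate 2 (adjusted p = 0.076) or 3 (0.074), nor the second without drought replicate 2 (0.13) or 3 (0.12). Against control both were lower too, at −4.77 (adjusted p = 0.00081) and −3.94 (adjusted p = 0.0065). The candidate miRNA placed on the site was listed above 0 in a single small RNA library, replicate 3 of combination, so its own change could not be tested. It was listed at 0 at drought, where the site had 99, 138 and 110 reads. The fall is therefore not shown to be one of cleavage by this miRNA, and the level of the transcript was not measured.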

A decreased expression level of *Solyc02g086820.3.1* (− 5.65 and − 5.23 log_2_FC) targeting by PC-326-3p was found in heat vs drought and combination vs drought, the function of which was mainly involved in carbonate dehydratase activity, chloroplast, response to carbon dioxide, regulation of stomatal movement and stomatal complex development, carbon utilization, photosynthesis (Supplementary Table S3). This suggested that the alteration of stomatal, gas exchange and carbohydrate metabolism could be partly the result of differential expression of the targets that were regulated by certain miRNAs in tomato.

Auxin response factor (*ARF*) played important roles in stress adaption and physiological mechanisms mediated by auxins [29]. 

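Cleavage of the ARF8 transcripts, which encode auxin response factors, was lower at 38 °C by a size that depended on the scaling. The sites of Solyc02g037530.3.1 (position 2734) and Solyc03g031970.3.1 share their reads and stand for 1 signal, at 392.2 ± 71.8 scaled reads at control, 335.8 ± 91.8 at drought, 151.5 ± 23.7 at heat and 176.7 ± 79.3 at combination. The log2FC of Solyc02g037530.3.1 was −1.36 for heat vs control (SE 0.38, adjusted p = 0.011 from limma), −1.11 for heat vs drought (adjusted p = 0.043), −1.22 for combination vs control (adjusted p = 0.03) and −0.97 for combination vs drought (adjusted p = 0.087, not passing). With scaling by mapped reads these were −0.49 (adjusted p = 0.44), −0.80, −0.91 (adjusted p = 0.11) and −1.22 (adjusted p = 0.025). Without the mean-variance trend heat and combination vs control did not pass (adjusted p = 0.18 and 0.25), nor did the heat call without most single libraries. Of the guides, sly-miR167h_mdm had 1.54 for heat vs control (SE 0.50, adjusted p = 0.057) and 1.69 for heat vs drought (adjusted p = 0.041), and did not pass for combination vs control (0.48) or drought (0.62). The 2 sequences named sly-miR167a-5p_ath did not pass at heat (0.48 and 0.43). By the paper's qRT-PCR, sly-miR167h_mdm was significantly above control after heat and combined stress. The ARF8 transcript was lower after these treatments and higher after drought by that method, which measures the transcript and not its cleavage.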

We found that *ARF8* targeted by sly-miR167h_mdm and sly-miR167a-5p_ath showed decreased expression levels for heat vs control (− 2.16 log_2_FC), heat vs drought (− 2.35 log_2_FC), combination vs control (− 2.37 log_2_FC), combination vs drought (− 2.56 log_2_FC) (Supplementary Table S3). Similarly, the expression level of *ARF17* targeted by sly-miR160a-5p_stu, sly-miR160a_vvi and sly-miR160a decreased for combination vs heat (− 1.39 log_2_FC) (Supplementary Table S3). Therefore, the miR160 and miR167 restrained ARF-mediated expression of auxin responsive genes, leading the attenuated growth and development in plant at abiotic stress [30], especially for combined stress here. 

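Cleavage of ARF17, an auxin response factor cut by miR160 at position 1458 (Solyc11g013480.2.1), rose at heat and lay between control and heat at combination. It had 178.8 ± 77.6 scaled reads at control, 128.4 ± 102 at drought, 607.1 ± 164.4 at heat and 302.7 ± 113 at combination. Heat differed from control (log2FC 1.81, SE 0.49, adjusted p = 0.0091 from limma) and from drought (2.63, adjusted p = 0.00034). Combination vs heat was −1.03 (SE 0.49, adjusted p = 0.48) and did not pass, while it did with scaling by mapped reads (−1.59, adjusted p = 0.03) and with a t test on the deposited values without adjustment (−1.39). Of the guides of miR160, sly-miR160a had −0.24 for combination vs heat (SE 0.22, adjusted p = 0.57) and sly-miR160a_vvi −1.55 (SE 0.51, adjusted p = 0.09), from 148 ± 40.9 to 48.6 ± 7.24 normalized reads. sly-miR160a-5p_stu was listed above 0 in 1 combination library only.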

Previous study documented that miR393 downregulated transport inhibitor response1 (*TIR1*) in plant at abiotic stress [30]. Accordingly, *TIR1* (− 2.98 log_2_FC) targeted by sly-miR393_ghr (0.97 log_2_FC) showed opposite trend in expression level for combination vs drought (Supplementary Table S3). This suggested that the regulation of *TIR1* by miR393 might play key roles in tomato at combined stress as compared with drought. 

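Cleavage of the auxin receptor transcript TIR1 (Solyc09g074520.3.1) fell at 38 °C while its miR393 guides did not pass the test against drought. The site at position 1655 had 204.9 ± 87.2 scaled reads at control, 130.3 ± 23.9 at drought, 45.0 ± 1.17 at heat and 49.4 ± 11.5 at combination. For combination vs drought its log2FC was −1.39 (SE 0.49, adjusted p = 0.058 from limma). It passed with scaling by mapped reads (−1.63, adjusted p = 0.033) and with the values as deposited (−2.96). Against control both heat (−2.07, SE 0.49, adjusted p = 0.0037) and combination (−1.96, adjusted p = 0.0069) passed. A second site of the transcript had 0.39 for combination vs drought (SE 0.82, adjusted p = 0.84). The guide sly-miR393_ghr had 12.1 ± 4.11 normalized reads at drought and 23.6 ± 2.22 at combination (log2FC 0.95, SE 0.48, adjusted p = 0.22). sly-miR393-5p_stu rose from 1084 ± 273 at control to 1958 ± 405 at heat (log2FC 0.86, SE 0.26, adjusted p = 0.04), a call lost without control replicate 2 (adjusted p = 0.16), heat replicate 1 (0.14) or heat replicate 2 (0.14). From the opposite directions of miR393 and TIR1 the paper proposes that this pair might play a key role at combined stress as compared with drought.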

Growth-regulating factors (*GRFs*), plant-specific transcription factors, can coordinate plant growth processes at abiotic stress and has been identified for their roles in leaf development [31]. *GRFs* played unique roles in the response of plant to combined drought and heat, since *GRF3* and *GRF4* were significantly regulated through miR396 in tomato at combined stress in comparison with all the other three treatments (Fig. 5).

The combination of heat and drought imposes a specific set of physiological restrains and unique transcriptome responses on various plant species, which were not altered by applying individual stresses [10, 32–34]. We found that miRNAs-mRNAs work together and provoke combinatorial effectors when abiotic stresses co-happened. Competing endogenous RNAs (ceRNAs) with shared miRNAs recognition elements (MREs), such as mRNAs, lncRNAs and circRNAs, compete for miRNA binding and regulate each other [35]. Dynamic balance of miRNAs, mRNAs and other ceRNAs is crucial for regulating cellular homeostasis in plant under stress conditions. The regulatory network between miRNAs-mRNAs was elucidated in tomato responding to combined stress in this study. It is important to take into consideration that the ceRNAs including lncRNAs and circRNAs to gain knowledge on crop response to dynamic climates in our future work.

## Conclusions

Through HTS, qRT-PCR and bioinformatics analyses, we performed, for the first time, one integrative analysis of the potential miRNA-mRNA regulatory networks in tomato responding to individual and combined stress. We found that 11 conserved and 26 novel miRNAs specifically existed in tomato treated by combined drought and heat as compared with control and individual stress. The miRNAs-mRNAs formed complex regulation networks in tomato’s response to combined stress. The target genes primarily participated in transcription factor activity, sequence-specific DNA binding, transcription, regulation of transcription, nucleus, DNA binding other pathways. The qRT-PCR verification corresponded to the sequencing results. In conclusion, our findings provide new knowledge on miRNA regulation of target expression in tomato at combined stress, which serve as a useful resource for further analysis of the interactions between miRNAs and target genes in crops responding to co-concurrent abiotic stresses due to climate change.

## Methods

### Plant culture and sample collection

Seeds of the popular tomato cultivar ‘Jinlingmeiyu’ from Jiangsu Province Academy of Agricultural Sciences were sown in plug trays. This cultivar was not tolerant to individual heat, drought and their combination, especially severe drought and combined stress. The plants were cultivated in climate chambers (RDN-560E-4, Dongnan Instrument Co, Ltd., Ningbo, China) with 50–60% relative humidity. The air temperature was 26/18 °C (14 h daytime from 6:00–20:00). Light intensity was 300 μmol m^− 2^ s^− 1^ photosynthetic photon flux density (PPFD) (white LED light source, Dongnan Instrument Co, Ltd., Ningbo, China). The plants were irrigated by water every 5 days. After 15 days, the plants were irrigated by nutrient solution based on the Japanese Garden test formula every 3 days. The drought treatment started by withholding water for half of the 24-day-old plants. After 3 days, the plants with/without irrigation were treated at 26 °C as control and drought treatment; the plants with/without irrigation were treated at 38 °C as heat and combined stress treatment. The treatments lasted for 48 h during the light condition. The first fully expanded leaf from top was taken at 24 h, 36 h and 48 h after treatments and kept at − 80 °C in Jiangsu Province Academy of Agricultural Sciences, Jiangsu, Nanjing.

### Determination of endogenous melatonin content

The leaf samples taken at 24 h, 36 h and 48 h after the four treatments were used to determine the endogenous melatonin content with three replications per treatment. The leaf tissues were homogenized and the melatonin was extracted using plant MT ELISA kit (Lanpai Bio, Shanghai, China). The 10 μL testing sample and 40 μL sample diluent were added in the wells with 50 μL standard as control. Afterwards, 100 μL horseradish peroxidase were added to each well. The samples were covered with adhesive strip followed by incubation for 1 h at 37 °C. The samples were aspirated and washed by filling the wells with 400 μL wash solution using a squirt bottle for five times. The 50 μL chromogen solution A and 50 μL chromogen solution B were mixed with the samples, followed by incubation for 15 min at 37 °C in darkness. The 50 μL stop buffer was added and the plate were gently tapped to ensure thorough mixture. The reads were taken record at 450 nm within 15 min using a microtiter plate reader (F50 TECAN SUNRISE, Germany).

### Genome-wide miRNAs and their targets identification

Based on the results of endogenous melatonin contents in tomato at the four treatments at different time point, the samples taken at 36 h were used for HTS with three biological replicates by LC-BIO (Hangzhou, China).

The samples were used to extract sRNAs using TruSeq Small RNA Sample Preparation Kits (Illumina, San Diego, USA). The cDNAs were obtained through reverse transcription of sRNAs library after isolation and ligation. Following the purification, the cDNAs were sequenced using Illumina Hiseq2500 (LC-BIO, Hangzhou, China). Afterwards, redundant sequences were removed to obtain valid sequences by blasting against Rfam (http://rfam.janelia.org), repeat database (http://www.girinst.org/repbase) and Solanaceae Genome Network database (http://sgn.cornell.edu/). The valid sequences were aligned with the known mature pre-miRNAs and miRNAs in plants according to miRbase 21.0. The sequences that mapped to mature miRNAs in hairpin arms and other arm of precursor hairpin were considered as conserved and novel miRNAs.

Total RNAs were extracted for degradome analysis using Trizon reagent (Ivitrogen, CA, USA). The samples were blended with biotinylated random primers, captured by beads and ligated to 5′ adaptors. The ligated sequences were then reversely transcribed to obtain the first-strand cDNAs. After purification, digestion, ligation and repurification, the degradome library was sequenced using the Illumina Hiseq2500 (LC-BIO, Hangzhou, China). The data from degradome sequencing were analysed using CleaveLand 3.0. The degradome density file was generated by basting degradome sequences with.

ftp://ftp.solgenomics.net/tomato_genome/annotation/ITAG3.2_release. Targetfinder was applied for the prediction of the target genes. Following the associative calculation of the target genes based on degradome density file and prediction, the common target genes were found and regarded as the final target genes.

### Functional analysis

Gene ontology (GO) annotation was performed according to http:/geneontology.org/. The GO enrichment analysis of the target genes with different expression levels between the libraries was conducted using the formula as follows:

$$ P=1-{\sum}_{i=0}^{S-1}\frac{\left({}_i^B\right)\left({}_{TS-i}^{TB-B}\right)}{\left({}_{TS}^{TB}\right)} $$

B: number of mRNAs with functions; S: number of mRNAs with functions corresponding to miRNAs; TB: mRNAs total number; TS: number of mRNAs corresponding to miRNAs.

### qRT-PCR verification

The expression levels of four miRNAs (sly-miR171d, sly-miR167h_mdm, sly-miR398b-3p_stu and PC-56-5p) and four target genes (*SCL6*, *ARF8*, *SODCC.5* and *22.7 kDa class IV heat shock protein-like*) were verified using qRT-PCR. The RNAs was extracted using Trizol reagent (Invitrogen, CA, USA). The RNAs were reversely transcribed using PrimeScript 1st strand cDNA Synthesis Kit (TaKaRa, Dalian, China). The transcription condition for miRNAs was 25 °C for 10 min, 42 °C for 30 min, 85 °C for 5 min, while that for target genes was 30 °C for 10 min, 42 °C for 30 min, 95 °C for 5 min. The SYBR Premix Ex Taq were provided by TaKaRa, Dalian, China. The qRT-PCR reaction condition was 95 °C for 30 s once, 95 °C for 5 s and 60 °C for 20 s by 40 cycles, 72 °C. The primers for miRNAs and mRNAs were shown in Supplementary Table S4 and Supplementary Table S5, respectively. U6snRNA and Actin was the reference for miRNAs and mRNAs, respectively, according to our previous report [6]. The expression levels were calculated by the 2^−ΔΔCt^ method with three biological and three technical repetitions.

### Data analysis and access

Analysis of variance (ANOVA) for the melatonin content, four miRNAs and four target genes expression levels in tomatoes at the four treatments were performed using SPSS 16.0 (SPSS Inc., Chicago, IL, USA). The expression levels of the miRNAs and their target genes were compared using a chi-square test with *P* ≤ 0.05 as threshold value.

## Supplementary information

**Additional file 1: Figure S1.** GO enrichment of target genes with significantly different expression level for drought vs control, heat vs control and combined stress vs control.

**Additional file 2: Table S1.** Summary of the miRNAs identified in tomatoes at control, drought, heat and combined stress

**Additional file 3: Table S2.** Summary of the differentially expressed miRNAs identified in tomatoes at control, drought, heat and combined stress

**Additional file 4: Table S3.** Target transcripts with different expression levels cleaved by miRNAs in the tomatoes at control, drought, heat and combined stress by degradome analysis

**Additional file 5: Table S4.** Specific qRT-PCR primers for the miRNAs

**Additional file 6: Table S5.** Specific qRT-PCR primers for the target genes

## Data Availability

All data of our study was submitted to GEO (Gene Expression Omnibus) with the accession number of GSE121089 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121089).

## Abbreviations

AGO: Argonaute
ANOVA: Analysis of variance
ceRNA: Competing endogenous RNA
GEO: Gene expression omnibus
GO: Gene ontology
HTS: High-throughput sequencing
miRNAs: MicroRNAs
MRE: MiRNAs recognition element
nt: nucleotide
PPFD: Photosynthetic photon flux density
qRT-PCR: Quantitative real-time polymerase chain reaction
RISC: RNA-induced silencing complex

How the deposited data were processed for this re-analysis (not part of the article)

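The series holds small RNA, degradome and circular RNA libraries of tomato leaf, 12 libraries each and 36 in all, from 4 treatments (control, drought, heat and combination) with 3 biological replicates. Libraries were grouped by the treatment in their labels. The labels and the paper give treatments of 48 h, and the paper states that leaves taken at 36 h were sequenced.

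The small RNA values are a signal made by the authors, reads per miRNA sequence multiplied by 1 factor per library, and they equal the normalized reads of Supplementary Table S1. The normalization formula and the aligner of this step are not stated. The plan drawn up before the data were examined took these values for read counts, and since they are not whole reads, limma on log2(normalized reads + 1) was used in place of a model of counts. The degradome values are also a signal made by the authors, reads at a cleavage site multiplied by 1 factor per library, in lists per treatment that hold only transcripts with a site found. The table gives no cleavage position, and positions are those of Supplementary Table S3 on ITAG transcripts. The circular RNA values are FPKM computed by the authors, with the caller and the genome build not stated and the assay not described in the paper's methods. That table has 467 lines for 461 entries (404 named circRNA and 57 named ciRNA), since 6 lines hold no values. The records name Bowtie2, FastQC, TopHat, TopHat2 and cutadapt as tools of the authors, without versions.

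For small RNA the 419 of 765 sequences with at least 10 normalized reads in at least 3 libraries were tested, with the authors' scaling kept as deposited. For the degradome the reads were recovered from each library's smallest step, scaled by a trimmed mean of log ratios over the listed sites (trims 0.3 and 0.05) and tested as log2(scaled reads + 1) for the 206 of 576 sites with at least 10 reads. For circular RNA log2(FPKM + 0.0161), the smallest value above 0, was tested for the 328 entries above 0 in at least 3 libraries. Each assay was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per treatment, a mean-variance trend and Benjamini-Hochberg adjustment per comparison, at 0.05 and two-sided. Comparisons were drought, heat and combination vs control, heat and combination vs drought, combination vs heat, and for small RNA also the interaction of heat and drought, 38 °C vs 26 °C and water withheld vs irrigated. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

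The miRNA lists were guide strands, passenger strands, auxin signalling, copper proteins, MYB and TCP factors, phosphate supply, resistance genes, the small RNA pathway, Solanum-restricted miRNAs, candidates, miR156 with miR157, miR164, miR165 with miR166, miR169, miR171, miR172 and miR396. A list of sulfate supply (miR395) had too few tested members. A strand was taken as guide or passenger by the arm that is known to be loaded in its family. The lists, the arm rule and the rule for naming were written before the deposited files were examined, but the values of Supplementary Tables S1 to S3 had been seen, among them the direction of several passenger strands. Each list was tested with camera of limma at a preset correlation of 0.01, and again with an estimated one, and adjusted over the lists of a comparison. The shares of passenger reads and of lengths were compared with exact permutation tests of libraries. For pairs of a miRNA and its site, the share with opposite signs was set against 10000 permutations.

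Named are the miRNAs and targets that the paper names, and for each comparison up to 10 higher and 10 lower miRNAs and sites (5 and 5 for circular RNA) among those called, by log2FC, with groups that do not overlap and a mean of at least 20 normalized reads (5 at sites and for circular RNA) in the higher group. The 21 miRNAs of the interaction are given in full. Others are marked as chosen after their values were seen. Alternatives were other scalings, no filter, only the 2 groups compared, the replicate number as a block, the study's kind of test, other pseudocounts, voom, a fit without the trend, and each library left out in turn, which leaves 2 libraries in its group. The study's test, or kind of test at sites, stands for a two-sample t test of equal variance on the deposited values without adjustment, which passes all miRNAs of Supplementary Table S2, while the paper's methods name a chi-square test.

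The tests were tried on simulated data. With 100 of 419 miRNAs changed, 64% of 50 miRNAs changed 4-fold and 30% of 50 changed 2-fold were called, with 1 false call among 48, and without a change none of 2514 tests passed. Of 15 lists, the 1 of 28 members that was moved by 1 log2 unit was called at an adjusted p = 5.32e-14 from limma's camera. Of the lists that were not moved, 1 was called. With 30 changed sites in 213, 77.7% of those changed 16-fold and 29.4% of those changed 4-fold were called, 6.93% of the calls were false, and unchanged sites had a median log2FC of −0.297. In circular RNA 5% of 20 entries changed 16-fold were called and none of 20 changed 4-fold. The gene ontology terms are shortened in the deposited table, so a share of transcription factors among targets was not computed, and the measurements by PCR and of melatonin are not part of the series.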

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

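Chosen after the results were seen were the test of the floor for passenger strands, all tests of cleavage sites as a set with their left-out libraries, and for the interaction median-ratio scaling, the pseudocount of 10 and the test of unheated RNA, while circular RNA, the count of interactions with left-out libraries and library totals, the splits, and scaling and sequence composition for passenger strands were planned.

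The effect of 38 °C differed between watered plants and plants without water for 21 miRNAs, a difference between groups by its own test. The interaction (log2, all adjusted p under 0.05 by limma) was 4.84 for sly-miR482d-5p, which is listed at 0 at heat so that its value follows the pseudocount (2.22 with a pseudocount of 10). It was 3.99 for sly-miR160a-3p_stu, 3.63 for sly-miR166c-5p, 3.50 for sly-miR398a-5p_stu, 3.01 for sly-miR168a-3p_ath, 2.86 for sly-miR166b-p5, 2.76 for sly-miR408-p5_dpr, 2.70 for sly-miR408b-5p_stu and 2.38 for sly-miR482e-5p. It was 2.17 for sly-miR167b-3p_stu, 2.11 for sly-miR482d-5p_stu, 2.05 for sly-miR1919a, 1.96 for sly-miR168b-3p, 1.89 for sly-miR403-5p, 1.87 for PC-132-3p and 1.87 for sly-miR167d-3p_stu. It was 1.79 for sly-miR6024-5p_stu, 1.77 for sly-miR396a-3p, 1.57 for sly-miR168a-3p, 1.42 for sly-miR159-p5 and 1.17 for sly-miR168a-5p.

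Without each library in turn 17 to 30 miRNAs were called, and under other scalings at least 19, which argues against a single library or scaling as the whole cause. If RNA of unheated leaves had entered the combined-stress libraries, 1 share would set the level of the 47 miRNAs lowered for heat vs drought, and at the best share, 17%, 11 of them lay off it by more than 2 SE, 9 above and 2 below. Of 99 splits of the libraries, the real one had the most calls (21 against 13), so a random grouping seldom gives as many. Since 11 of 47 lies between the bounds set for this test (10% and 25%), such RNA cannot be told apart from a loss of passenger strands at 38 °C that withheld water weakens, and both stay open.

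Passenger strands were lower relative to guide strands at 38 °C. Within a duplex scaling cancels, and the median log2 ratio of passenger to guide was lower by 1.05 (exact permutation test of 6 against 6 libraries, p = 0.0022). Among passengers with a mean of at least 100 normalized reads, far from the floor, the median log2FC was −1.66 (permutation of strand labels, p = 1e-05, the smallest that the permutations can give). With GC content, length and abundance in a regression, the passenger strand had a coefficient of −1.69 (SE 0.19). The permutation of strand labels and this SE take the strands as independent, though many share a family and all come from the same libraries. By limma's camera the passenger list for 38 °C vs 26 °C had an adjusted p = 1.5e-23, and 0.029 with an estimated correlation. The ratio within duplexes, the passengers far from the floor and the regression argue against scaling, the floor and sequence composition as the whole cause. A change in strand loading or in passenger decay at 38 °C is left as a hypothesis that was not tested.

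Most cleavage sites were lower at 38 °C in the deposited values. For the 57 sites with at least 100 reads the median log2FC of heat vs control was −1.82 as deposited, which argues against sites with few reads falling to 0. Scaled to mapped reads it was −0.4 for heat vs control (−0.64 to 0.05 with 1 library left out), −0.49 for heat vs drought (−0.94 to −0.33), −0.88 for combination vs control (−0.88 to −0.49) and −0.76 for combination vs drought (−0.86 to −0.44). If scaling to raw reads were the whole cause it would lie within 0.5 of 0, and since each range crosses that bound, the scaling cannot be told apart from lower cleavage at 38 °C. For the 149 sites with under 100 reads the median was −0.55, and a median fall of −1.36 takes them to 0, so the floor keeps it open there too.

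Circular RNA, which the paper does not analyse, gave signals in 1 entry for drought vs control, 4 for heat vs control and 3 for combination vs control. circRNA48 (chromosome 12) had a log2FC of 3.07 at drought (SE 0.65, adjusted p = 0.00085 from limma) and −4.93 at heat (adjusted p = 1.8e-11). The drought call was lost without control replicate 1, drought replicate 2 or drought replicate 3, and the heat call without heat replicate 2 (log2FC −1.10). The entries of the plastid genome were ciRNA55, at −1.24 for heat and −0.99 for combination vs control, ciRNA22, at 1.08 and 1.57, and ciRNA29, at 1.21 and 1.65. Entries above 0 numbered from 82 in control replicate 1 to 325 in combination replicate 1. Over the 328 entries tested the median log2FC was 0.35, 0.43 and 1.66 for drought, heat and combination vs control. Both rises at combination thus lay near the median of all entries. For these 3 comparisons 12, 30 and 27 entries had an unadjusted p under 0.05.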

How the results depend on the processing

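The fits with other pseudocounts, with median-ratio scaling, with voom and without the mean-variance trend, and left-out libraries for lists, strands, detection, lengths, pairs and the median of sites scaled to mapped reads, were chosen after the results were seen. The count models planned were not run, since the values are not whole counts, and the limma fit planned as an alternative became the analysis itself. Where a result changed, the cause was not tested. Of 4127 results by setting for 284 named miRNAs, sites and circular RNAs, 3340 kept their direction and side of the threshold, 696 no longer passed, 41 passed anew and 49 moved without passing. The remaining 1 passed with its sign turned, the first GRF4 site of Solyc08g005430.3.1 for combination vs control, at −1.16 with the study's kind of test. With the replicate number as a block, which does not pair the libraries, 267 of 284 kept both and 17 no longer passed, and miRNAs called for combination vs drought numbered 43.

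For miRNAs the study's test called 40 for drought vs control, 100 for heat vs control, 88 for heat vs drought, 83 for combination vs control, 101 for combination vs drought and 58 for combination vs heat, and an unadjusted p under 0.05 gave 34, 104, 82, 99, 110 and 73. With only the 2 groups compared 1 was called for drought vs control, 33 for combination vs control and 5 for combination vs heat. For drought vs control no filter called 2 and no mean-variance trend called 1. With 1 library left out the counts ranged from 0 to 2 for drought vs control, 53 to 69 for heat vs control, 42 to 51 for heat vs drought, 32 to 57 for combination vs control, 29 to 56 for combination vs drought and 18 to 29 for combination vs heat, with 17 to 30 for the interaction, 54 to 81 for 38 °C vs 26 °C and 0 to 0 for water withheld vs irrigated. The lowest were without combination replicate 3 (32, and 35 without control replicate 1), drought replicate 2 (29) and heat replicate 1 (18).

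For cleavage sites an unadjusted p under 0.05 gave 20 for drought vs control, 62 for heat vs control, 51 for heat vs drought, 57 for combination vs control, 57 for combination vs drought and 21 for combination vs heat. The values as deposited called 2 for drought vs control, 44 for combination vs drought and 2 for combination vs heat, the study's kind of test 9 for drought vs control and 23 for combination vs heat, and mapped reads 20 for combination vs control. No filter called 14 for heat vs drought and 18 for combination vs control, where more sites share the adjustment. A pseudocount of 1 deposited unit called 1 for drought vs control, 17 for combination vs control, 14 for combination vs drought and 0 for combination vs heat, and for drought vs control voom called 5 and no mean-variance trend 1. With 1 library left out the counts ranged from 0 to 2 for drought vs control, 14 to 26 for heat vs control, 4 to 32 for heat vs drought, 8 to 27 for combination vs control, 6 to 34 for combination vs drought and 0 to 8 for combination vs heat. For heat vs control they were 14 without heat replicate 2, 15 without control replicate 1, 16 without heat replicate 1, 18 without heat replicate 3 and 19 without control replicate 2. For heat vs drought they were 4 and 9 without drought replicates 2 and 3, and 10, 15 and 13 without heat replicates 1, 2 and 3. For combination vs control they were 8 and 12 without control replicates 1 and 2, and 13, 9 and 21 without combination replicates 1, 2 and 3, for combination vs drought 6 and 9 without drought replicates 2 and 3, and 10 and 12 without combination replicates 1 and 2, and for combination vs heat 0 without heat replicate 1 or 2 or combination replicate 2, and 3 without combination replicate 1. For circular RNA they ranged from 0 to 1, 3 to 7 (7 without control replicate 1) and 3 to 3 for drought, heat and combination vs control.

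Of 40 lists called over all comparisons 1 was called with an estimated correlation and 33 to 48 with 1 library left out, and the passenger list was called in 9 comparisons, in 4 with an estimated correlation and in 8 to 9 with 1 library left out. The difference in passenger share at 38 °C was −5.2 points as a median over duplexes and lay between −3.16 and −1.95 points with 1 library left out. The miRNAs listed only at combination numbered 20 with a value above 0 required in every library and 21 to 45 with 1 library left out (21 without combination replicate 2). The difference in 21-nt reads lay between 1.11 and 3.41 points. For pairs with opposite signs, 1 pair per family and transcript gave 43.7% for drought vs control, 43.7% for heat vs drought and 39.4% for combination vs drought, called sites alone 34.7% and 37% for the last 2, and deposited values 48.6% and 41.2%. With 1 library left out the shares were 38.3 to 48.2% for drought vs control, 44.1 to 49.2% for heat vs control, 41.5 to 47% for heat vs drought, 41.9 to 47% for combination vs control, 33.9 to 44.7% for combination vs drought and 41.5 to 48.9% for combination vs heat. The combination libraries of the degradome hold 1407 to 2301 reads at listed sites, which limits the sites that can be tested.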

Differences from the paper's values

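The fits with pseudocount 10 and without the mean-variance trend were chosen after the results were seen.

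Of 43 values that the paper states and that were also computed here, 11 differ. A count or share was taken to differ where one value was over 1.5 times the other, and a log2FC where the sign or more than 1 SE parted them, so a value is within the paper's below these limits. Beyond these 11, the paper counts 14 changed target genes for combination vs heat, and 8 transcripts changed here, which also differs by that limit. The study's test is a t test without adjustment, while the paper's methods name a chi-square test. For drought vs control the paper counts 32 changed miRNAs at P ≤ 0.05 without naming an adjustment, and limma with adjustment called 0. Among the alternatives set before the data were examined, the study's test (40) and limma at an unadjusted p under 0.05 (34) came within 1.5 times the paper's count, and library totals (0), no filter (2), only the 2 groups compared (1), the replicate number as a block (0) and each left-out library (0 to 2) did not. For sly-miR167d-3p_stu at heat vs control the paper has a fall of 0.76 and the value here was a fall of 1.46, and no alternative came within the paper's (a fall of 1.47 by the study's test).

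For the carbonic anhydrase transcript at combination vs drought the paper has a fall of 5.23 and the fall here was 4.04. The values as deposited (5.22), the study's kind of test (5.23) and scaling to mapped reads (4.27) came within 1 SE of it, and no filter, the block and the data without combination replicate 1 (3.33) did not. For ARF8 the paper has falls of 2.16 for heat vs control, 2.35 for heat vs drought, 2.37 for combination vs control and 2.56 for combination vs drought, and those here were 1.36, 1.11, 1.22 and 0.97. The values as deposited (2.16, 2.31, 2.41 and 2.56) and the study's kind of test (2.16, 2.35, 2.38 and 2.56) came within them, and mapped reads (0.49, 0.8, 0.91 and 1.22), no filter, the block and left-out libraries did not. For TIR1 at combination vs drought the paper has a fall of 2.98 and the fall here was 1.39. The values as deposited (2.96) and the study's kind of test (2.98) came within it, and mapped reads (1.63), no filter, the block and left-out libraries did not.

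Of the sequences, the paper has 31.68% starting with adenine and 30.19% with guanine, and the shares here were 48.63% and 10.85%. Over all lines of the table, repeated sequences included, they were 47.41% and 10.59%, so adenine came within 1.5 times the paper's share and guanine did not. The paper counts 55 conserved families, and grouping by the number in the names gave 83.

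The paper has PC-298-5p as changed for combination vs drought, and here its adjusted p was 0.064. The study's test and the data without drought replicate 3 called it, as did pseudocount 10, which was chosen after seeing the values. The paper has ARF17 as lower at combination than at heat, which did not pass here (log2FC −1.03) and passed with mapped reads and with the study's kind of test. It has GRF3 and GRF4 as changed at combination, and no tested GRF4 site passed here. The first GRF4 site of Solyc08g005430.3.1 was called against drought with the values as deposited (−1.65) and by the study's kind of test against control, drought and heat. The paper has sly-miR393_ghr as higher at combination than at drought, and here its adjusted p was 0.22, while the study's test called it. The paper has sly-miR156a_stu as changed at heat, and here its adjusted p was 0.074, while the study's test called it, as did a fit without the mean-variance trend, chosen after seeing the values.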

Other observations

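The counts of splits of the libraries and the relation of miRNAs to their sites were planned, and the left-out libraries of the latter were chosen after the results were seen.

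Several single sites had few or no reads at heat. The R1B-16 site (Solyc05g009630.3.1, miR6027) had no read against 39, 9 and 47 at control, at least 5.25-fold lower (adjusted p = 0.00082 from limma), and the At1g67520 site had none either, at least 8.19-fold lower. The miR5300 site of PXN (Solyc04g005650.2.1), a peroxisomal NAD carrier, had 3 reads over the heat libraries (ratio 56.6, 95% interval 19.2 to 276), and there the guide sly-miR5300-p3, named after its values were seen, fell from 699 ± 122 to 174.6 ± 22.2 normalized reads. The guides sly-miR482b (log2FC −0.27, SE 0.27), sly-miR6027-3p (0.11, SE 0.22) and sly-miR6025_stu (0.44, SE 0.30) did not pass, and were named for their sites after their values were seen. The site of Solyc01g104400.3.1, directed by miR408 of copper proteins, had 1 read over the heat libraries (ratio 88.8, 95% interval 15.7 to 3.53e+03), and its guide sly-miR408b-3p_stu, also named after its values were seen, fell (log2FC −1.63, SE 0.46, adjusted p = 0.025).

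Over all 6 libraries at 38 °C against 6 at 26 °C, 71 miRNAs changed, 22 higher and 49 lower, of which 37 passenger strands and 8 guides were lower and 12 candidates and 9 guides higher. With water withheld against irrigated no miRNA passed limma's test, voom on the reads of Table S1 called none, and 14 had an unadjusted p under 0.05. As a list the 8 miR169 sequences (NF-YA) were lower there, with a median log2FC of −1.01 and 2 lower adjusted over the list alone (adjusted p = 1.2e-05 from limma's camera, 0.045 with an estimated correlation). The AGO2 site directed by miR403 (Solyc02g069260), named after its values were seen, rose at heat (log2FC 1.30, SE 0.41, adjusted p = 0.031).

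A miRNA that directs cleavage would move with its site, and a miRNA whose target transcript falls would move against it. Over 313 pairs, opposite signs made up 42.8% for drought vs control, 48.9% for heat vs control, 43.1% for heat vs drought, 44.1% for combination vs control, 36.1% for combination vs drought and 47.9% for combination vs heat. For combination vs drought 113 pairs were opposite where shuffled pairs had 152.8 (permutation test, p = 0.0012, adjusted 0.0072), and the others did not pass after adjustment. It did not pass with 1 pair per family and transcript (permutation test, p = 0.051), with deposited site values (129 against 145.5 shuffled, p = 0.27) or with called sites alone (p = 0.35). Where miRNA and site were both called, the signs were opposite in 4 of 5 pairs for heat vs control, 4 of 4 for heat vs drought and 2 of 2 for combination vs drought, but these share miRNAs and reads, and with 1 pair per family and transcript they were 2 of 3, 1 of 1 and no pair, too few to test. Without combination replicate 2 the share was 44.7% (permutation test, p = 0.41), without drought replicate 1 it was 43.5% (p = 0.22) and without drought replicate 3 it was 43.1% (p = 0.24).

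For comparisons of 3 against 3 libraries the 10 splits are too few for a share under 0.05. The real split and the highest other gave, for miRNAs, 0 and 1 at drought vs control, 63 and 1 at heat vs control, 54 and 1 at heat vs drought, 53 and 2 at combination vs control, 50 and 0 at combination vs drought and 27 and 1 at combination vs heat. For sites they gave 0 and 4, 31 and 1, 31 and 0, 34 and 2, 27 and 2, and 8 and 1 in the same order, and for circular RNA 1 and 2, 4 and 1, and 3 and 1 for drought, heat and combination vs control. Over 100 splits drawn for 38 °C vs 26 °C the real one called 71 and the highest other 4, so a random grouping seldom gives as many. Splits cannot separate a treatment from anything else that its libraries share. For water withheld vs irrigated the real split called 0, as few as any, and the highest other 17, which sets control and combination against drought and heat.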
